# Gut microbiota transfer from autoimmune dry eye mice imprints stereotypic B cell receptor repertoires in the lacrimal gland and induces disease

**DOI:** 10.3389/fimmu.2026.1827057

**Published:** 2026-06-16

**Authors:** Seonghwan Kim, Soobin Lee, Soyeon Ju, Jaewoong Bae, Jin Suk Ryu, Yerim Heo, Wan Jae Choi, Kum-Joo Shin, Seok-Jin Kim, Namphil Kim, Hansol Choi, Jiyun Park, Eunjae Lee, Chang Ho Yoon, Sunghoon Kwon, Junho Chung, Mee Kum Kim

**Keywords:** B cell receptor repertoire, fecal microbiota transplantation, gut-eye-immune axis, microbiome, Sjögren disease

## Abstract

Gut microbiota and humoral immunity have been suggested as key players in the pathogenesis of Sjögren disease (SjD), but their mechanisms remain unclear. In this study, we transferred the gut microbiota of SjD-like autoimmune dry eye disease model mice to B6 mice, then characterized the resulting gut microbiome composition, clinical ocular phenotype, and B cell receptor (BCR) repertoire. Notable changes were observed in the gut microbiome of NOD-FMT mice, accompanied by SjD-like clinical features, including elevated corneal fluorescein staining scores, reduced tear production, increased IL-6 mRNA levels, and decreased MUC5AC mRNA levels. Additionally, stereotypic B cell receptor (BCR) clonotypes were shared at significantly higher frequencies in NOD-FMT mice than in controls. The majority of B cell clones encoding these stereotypic clonotypes developed and expanded locally in the lacrimal gland, and some also achieved systemic presence. These results uncover a gut–ocular immune axis in which microbiota transfer induces stereotyped, systemically disseminating BCR clonotypes that contribute to the immunopathogenesis of autoimmune dry eye disease.

## 1 Introduction

Sjögren disease (SjD) (1) is a chronic autoimmune disease characterized by lymphocytic infiltration of the exocrine glands and multiple other organs, leading to sicca manifestations and a wide spectrum of extra-glandular involvement (2). SjD is one of the most prevalent systemic rheumatic autoimmune diseases (3, 4). The precise etiology of SjD remains elusive, but complex interactions among genetic, environmental, and immunological factors have been implicated (5). Treatment strategies targeting autoimmune pathways have been widely discussed (6–9), and numerous investigational agents are currently being tested in clinical trials (10). Given its chronicity and symptom burden, SjD demands the development of effective therapeutic approaches.

Since the launch of National Institutes of Health (NIH) Human Microbiome Project to explore interactions between humans and their microbiota in health and disease (11, 12), an increasing body of evidence has shown that gut microbiome dysbiosis is closely related to autoimmune diseases through the modulation of the innate or adaptive immune systems (13–17). Building on these insights, fecal microbiota transplantation (FMT) from healthy donors to patients has emerged as a potential therapeutic strategy for autoimmune conditions (18–22). Recent studies have highlighted association between gut dysbiosis and SjD, proposing that gut microbiota may contribute dry eye disease through the gut-eye-lacrimal gland (LG)-microbiome axis (23–26). Nevertheless, the precise role of gut dysbiosis in the pathogenesis of SjD, as well as the specific microbial taxa that may exacerbate or ameliorate dry eye syndrome, remains poorly understood.

Humoral immunity plays a central role in the development and progression of autoimmune diseases (27–29), and autoantibodies targeting exocrine glands are frequently detected in SjD patients (30, 31). The B cell receptor (BCR) repertoire, which enables B cells to recognize and bind to specific antigens (32), can vary substantially depending on the pathogenetic context of the autoimmune disease (33). However, the composition and pathogenic relevance of the BCR repertoire in SjD, particularly in relation to the microbiome, remain largely unexplored.

Here, we investigate the relationship between gut dysbiosis and ocular inflammation in SjD and examine associated changes in the BCR repertoire using a mouse model. Specifically, we performed FMT from an autoimmune dry eye mouse strain (NOD.B10.H2^b^) into C57BL/6 (B6) mice to access disease transfer, microbiome alterations, and BCR repertoire changes.

## 2 Materials and methods

### 2.1 Fecal preparation for FMT

Feces were collected from 30 male NOD.B10.H2^b^ mice over 20 weeks old (The Jackson Laboratory, Bar Harbor, ME, USA, RRID: IMSR_JAX:002591). The collected feces (1, 200 mg) were dissolved in 30 mL of phosphate-buffered saline (PBS) and centrifuged at 500-1, 000 g for 30 seconds. The supernatant was collected and stored at -80 °C until use.

### 2.2 FMT to B6 mice

Prior to FMT, fecal homogenization was performed by mixing and redistributing mice feces into each cage for 7 days to minimize the differences in fecal microbiome composition among B6 mice (KOATECH Inc., Gyeonggi-do, Korea, RRID: MGI:3028467) at baseline (**Figure 1**). Afterwards, the mice were pretreated with antibiotics by adding a cocktail of 1 g/liter ampicillin, 500 mg/liter vancomycin, and 1 g/liter metronidazole (all from Sigma-Aldrich, St. Louis, MO, USA) to the drinking water for 7 days. For FMT, 200 μL of the stored supernatant was gavaged to each of ten 5-week-old B6 mice (NOD-FMT group) once a day for three weeks (**Figure 1**). In a parallel experiment, 200 μL of PBS was gavaged to nine mice (PBS-T group) following the same schedule.

**Figure 1:**
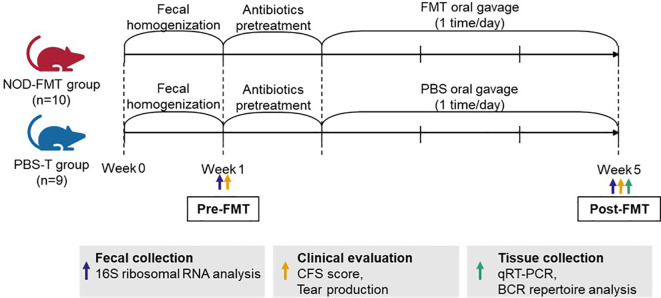
Scheme of the FMT experiment.

### 2.3 Clinical evaluation

Corneal staining was performed by instilling one drop of 0.25% fluorescein dye to the lower conjunctival sac, incubating for 30 sec, then gently washing with 1 mL of normal saline. CFS scores were determined by three independent investigators in a blind manner, using a microscope (Olympus Compact Stereo Microscope SZ61, RRID: SCR_018950; Olympus Corporation, Tokyo, Japan) under cobalt blue illumination with the National Eye Institute (NEI) scale (0–15) (34). The median value was used for statistical analysis.

Tear production was measured using phenol red-impregnated cotton threads (Zone-Quick, Showa Yakuhin Kako, Tokyo, Japan). After placing the threads to the lateral canthus for 60 sec, the wet length of the thread was measured in millimeters (mm). Body weights of the mice were also measured immediately after tear production measurements.

### 2.4 Quantitative real-time PCR

The corneal and conjunctival tissues were harvested from the NOD-FMT, and PBS-T mice at the point of sacrifice (**Figure 1**). These tissues were then cut into small pieces and lysed in RNA isolation reagent (RNeasy mini kit, Qiagen, Venlo, Netherlands). After sonication with a probe sonicator (Ultrasonic Processor, Cole Parmer Instruments, Vernon Hills, IL, USA), total RNA was extracted using the RNeasy Mini kit (Qiagen), and first‐strand cDNA was synthesized by reverse transcription with the High-Capacity RNA‐to‐cDNA Kit (Applied Biosystems, Foster City, CA, USA). The qRT-PCR was conducted as previously described (35). Real‐time amplification was performed using the TaqMan Universal PCR Master Mix (Applied Biosystems) in an automated instrument (ABI 7500 Real Time PCR System, RRID: SCR_019334) targeting tumor necrosis factor (TNF)-α (Mm00443258_m1, Thermo fisher, Waltham, MA, USA), interferon (IFN)-γ (Mm01168134_m1, Thermo fisher), interleukin (IL)-1β (Mm00434228_m1, Thermo fisher), IL-6 (Mm00446190_m1, Thermo fisher), IL-10 (Mm00439614_m1, Thermo fisher), transforming growth factor (TGF)-β (Mm01178820_m1, Thermo fisher), epidermal growth factor (EGF) (Mm00438696_m1, Thermo fisher), and mucin 5AC (MUC5AC) (Mm01276718_m1, Thermo fisher). The relative levels of mRNA species were calculated by using the average value of the PBS-T group as a calibrator, to which a value of one was assigned.

### 2.5 Amplification and sequencing of 16S rRNA of fecal microbiota

Before and after the FMT administration (**Figure 1**), namely Pre-FMT and Post-FMT, respectively, fecal pellets were collected from the anus of each mouse by holding it and allowing defecation. The collected feces were immediately frozen and stored at -80 °C. Bacterial genomic DNA was extracted from the collected fecal samples using the Maxwell^®^ RSC PureFood GMO and Authentication Kit (Promega, Medison, WI, USA), following the manufacturer’s instructions. The extracted DNA was quantified using a QuantiFluor^®^ ONE dsDNA System. All extracted DNA samples were stored at -20 °C. The microbiota composition of the mouse was analyzed by 16S rRNA amplicon sequencing using Illumina Miseq (Illumina, Inc., San Diego, CA, USA, Illumina MiSeq System, RRID: SCR_016379), in which the V3-V4 region of the bacterial 16S rRNA gene was amplified using a primer set following the manufacturer’s protocol. The primer set consisted of Forward primer (5’ to 3’ sequence: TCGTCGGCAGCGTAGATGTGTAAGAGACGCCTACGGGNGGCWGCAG) and Reverse primer (5’ to 3’ sequence: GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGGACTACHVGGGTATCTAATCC).

### 2.6 Data processing for analysis of 16S rRNA sequencing data

The sequencing data was processed and analyzed using plugins from the QIIME2 (ver.2023.05, RRID: SCR_021258) package as described previously (36). Once the data artifact had been created for use in QIIME2, the forward and reverse Illumina adapters were identified and removed from the demultiplexed samples using the “cutadapt trim-paired” function. Paired-end sequences were merged using the “vsearch merge-pairs” function, and bases with poor quality scores were filtered using the “quality-filter q-score” function. Denoising was performed using the Deblur algorithm, with a trim-length of 251. Then the sequences were aligned against the SILVA database (“silva-138.1-99-nb-classifier.qza”, https://www.arb-silva.de/archive/release_138.1/Exports, RRID: SCR_006423) for the taxonomic annotation (i.e., phylum, class, order, family, genus and species) as described previously (36). Bacterial sequences were filtered by using the taxa plugin to remove archaea, eukaryotes, mitochondrial sequences, and chloroplast genomes. Samples with a total frequency of 0 were removed. For the purpose of sampling depth normalization, the “feature-table rarefy” function was used to rarefy the samples. Following this, the taxon abundance by level was obtained by using the “taxa collapse function”, with identity thresholds set to 97% sequence similarity for genus-level assignment. Abundance was calculated using the “feature-table relative-frequency” function, in which the frequency of each taxon in the sample was divided by the total sum of frequencies within the sample.

Alpha diversity was assessed using the Shannon diversity index, and beta diversity was calculated based on Bray-Curtis dissimilarity using QIIME2’s diversity plugin. Beta diversity metrics were visualized via principal coordinate analysis (PCoA). Differential abundance analysis between groups was performed using both Analysis of compositions of microbiomes with bias correction (ANCOM-BC2, RRID: SCR_024901) and the Mann-Whitney U test (37).

### 2.7 High throughput sequencing of BCR heavy chain

The spleen and LG were harvested from the mice at the point of sacrifice, and peripheral blood (PB) was collected by heart puncture and pooled by each group. Peripheral blood mononuclear cells (PBMCs) were isolated by density gradient centrifugation using Ficoll Paque (Cytiva, Marlborough, MA, USA), according to the manufacturer’s protocol. Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA), following the manufacturer’s protocol. Genes encoding the variable domain of the BCR heavy chain (VH) and a part of the first constant domain (CH1) were amplified as described previously with adequate modifications (38). Primer sequences are listed in **Supplementary Table 1**.

Total RNA was reverse-transcribed by CH1 domain gene-specific primers containing unique molecular identifier (UMI) and the reverse Illumina adaptor sequences, using the SuperScript™ IV First-Strand Synthesis System (Invitrogen). The synthesized complementary DNA (cDNA) was purified using 1.8x volume of SPRI beads (AMPure XP, Beckman Coulter, Brea, CA, USA) and eluted in 35 μL of DW. The purified cDNA was then subjected to second-strand synthesis with VH gene-specific primers containing the forward Illumina adaptor sequences, using KAPA biosystems (KAPA HiFi HotStart, Roche, Basel, Switzerland). The thermal conditions were as follows: 95 °C for 5 min, 98 °C for 1 min, 60 °C for 45 sec, and 72 °C for 5 min. The synthesized double-strand DNA (dsDNA) was purified using 1x volume of SPRI beads then indexed PCR amplification was performed by forward and reverse Illumina adaptor primers containing index sequences. The PCR conditions were as follows: 95 °C for 5 min; 25 cycles of 98 °C for 30 sec, 65 °C for 30 sec, and 72 °C for 1 min; and 72 °C for 5 min. The PCR products were subjected to gel electrophoresis in 1.5% agarose gel, size-selected using QIAquick Gel Extraction Kit (Qiagen), and purified by 1x volume of SPRI beads.

The quality and concentration of the final BCR heavy chain libraires were determined by the Agilent 4200 TapeStation System (RRID: SCR_018435) (G2991A, Agilent technologies, Santa Clara, CA, USA) and sequenced on the Illumina NovaSeq 6000 Sequencing System (RRID: SCR_016387) in 250PE mode (SP flow cell, Illumina Inc.).

### 2.8 Construction of the BCR repertoire

Raw paired-end reads were merged using PEAR v0.9.10 (RRID: SCR_003776) in default settings, then quality-filtered using the condition q20p95, retaining reads with a Phred score of 20 or higher in over 95% of base pairs as previously described (38). The products were clustered based on UMI sequences, using Clustal Omega v.1.2.4 (RRID: SCR_001591), excluding singletons in order to extract consensus sequences (38). Isotypes were annotated by aligning constant regions with the IMGT - the international ImMunoGeneTics information system (RRID: SCR_012780) constant gene database (39). V(D)J regions were annotated using IgBLAST v.1.17.1 (RRID: SCR_002873), with reads aligned to IGHV, IGHJ, and CDR1/2/3 regions (40). Unannotated reads were considered nonfunctional and excluded from analysis, and the remaining reads were identified as productive BCR sequences.

Following the annotation processes, BCR sequences were grouped into clonotypes, which were defined as a group of BCR sequences sharing the same IGHV/J gene pairs and possessing identical HCDR3 amino acid sequences. To eliminate potential cross-contamination among individual samples, BCR sequences with identical nucleotide sequences found in more than two mice were removed. 

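The deposited LG libraries of 24 mice held 2878417 counts on 175034 unique nucleotide sequences, where a count is 1 consensus sequence built from the reads that share a UMI. Of these sequences, 480 occurred in more than 2 mice, and they carried 283069 counts, or 9.83% of the total. The deposited spleen libraries of the same mice held 11666610 counts on 4385009 unique sequences. Here 27143 sequences occurred in more than 2 mice, with 1147969 counts, or 9.84%. These totals show that the sequences in question had not been taken out before deposition, so they were removed here. The loss was uneven between mice. The LG library of PBS-T mouse 5 lost 143348 of 360216 counts, that of NOD-FMT mouse 7 lost 79910 of 341412, and the spleen library of PBS-T mouse 6 lost 143300 of 215159. A stricter rule, removal of every sequence found in 2 or more mice, took 727967 counts (25.3%) from the LG libraries and 1819472 counts (15.6%) from the spleen libraries. The PB libraries were not analysed here.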

The removed sequence reads constituted 0.26% (7, 369 out of 2, 878, 417), 2.14% (249, 402 out of 11, 666, 610) and 2.06% (9, 305 out of 452, 019) of all BCR sequences found in LG, spleen, and PB, respectively.

### 2.9 Quantification of similarities between BCR repertoires

Similarities between BCR repertoires were calculated between all mouse pairs based on vectors representing the composition of BCR clonotypes in each mouse. These vectors were created by designating the presence of individual clonotypes in the union of clonotypes from two mice as 1s, and absence as 0s. The similarity of BCR repertoires between two mice was determined as the cosine similarity of those vectors.

### 2.10 Construction of single-chain variable fragment phage display library

A scFv phage display library was constructed using the total RNA isolated from the spleens of 10 NOD-FMT mice and the primers listed in **Supplementary Table 16**, as previously described (41). Briefly, reverse transcription was performed using the SuperScript™ IV First-Strand Synthesis System (Invitrogen) with Oligo(dT)20 primer (Invitrogen). The synthesized cDNA was subjected to second-strand synthesis and amplification using V- and J-gene-specific primers targeting VH, kappa light chain variable domain (Vκ), and lambda light chain variable domain (Vλ). The PCR conditions were as follows: 95 °C for 5 min; 25 cycles of 98 °C for 30 sec, 60 °C for 30 sec, and 72 °C for 1 min; and 72 °C for 5 min. The PCR products were separated on a 1.5% agarose gel, size-selected using the QIAquick Gel Extraction Kit (Qiagen) and quantified using a Thermo Fisher NanoDrop One/OneC Microvolume UV-Vis Spectrophotometer (RRID: SCR_023005). Subsequently, 500 ng of VH, 250 ng of Vκ, and 250 ng of Vλ products were mixed and subjected to overlap-extension PCR to generate scFv genes. The PCR conditions were as follows: 95 °C for 5 min; 25 cycles of 98 °C for 20 sec, 65 °C for 15 sec, and 72 °C for 1 min; and 72 °C for 10 min. The amplified scFv gene was gel-purified and cloned into the pComb3XSS phagemid vector (RRID: Addgene_63890) (42), which contains 6xHis-HA tag sequence. The resulting library was transformed into *E.coli* ER2738 cells, and phage display library was generated by using VCSM13 helper phage as previously described (42). Briefly, the library was transformed into ER2738 by electroporation and incubated in super broth (SB) medium (43) at 37 °C with shaking. Subsequently, 50 μg/mL carbenicillin and 1x10^12^ plaque forming unit (PFU) of VCSM13 helper phage were added (44). After 2 h of incubation in a 37 °C shaker, 70 μg/mL of kanamycin was added and the culture was incubated overnight at 37 °C with shaking. The next day, the culture was centrifuged and the supernatant was incubated with 4% (w/v) polyethylene glycol (PEG) and 3% (w/v) NaCl on ice for 30 min, then centrifuged at 10, 000 rpm to pellet the phage. The phage pellet was resuspended in 1% (w/v) BSA in Tris-buffered saline (TBS) and subjected to biopanning.

### 2.11 Biopanning and enzyme-linked immunosorbent assay

PmE-L and mouse IgG (Invitrogen, I8765) were conjugated to M-270 Epoxy Dynabeads (Invitrogen, 14301) according to the manufacturer’s instructions. The phage display library was subjected to biopanning to PmE-L - and mouse IgG - conjugated M-270 Epoxy beads (Invitrogen) as previously described (43). The PmE-L peptide (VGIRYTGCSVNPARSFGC) (45) was synthesized by Peptron (Daejeon, Korea).

After four rounds of biopanning, PmE-L- and mouse IgG-reactive clones were screened by ELISA using bacterial periplasmic extracts, as previously described (46). Briefly, individual *E.coli* colonies from the third and fourth rounds of biopanning were inoculated into SB containing 50 μg/mL carbenicillin in 96-well Round Bottom Deep well plates (Axygen, P-2ML-SQ-C). When the optical density at 600 nm (OD_600_) reached 0.6 - 0.7, protein expression was induced with 1mM isopropyl β-D-1-thiogalactopyranoside (IPTG) (47) and the cultures were incubated overnight at 18 °C with shaking. The bacteria were pelleted by centrifugation and resuspended with 88 μL of TES extraction buffer (50mM Tris-HCl, 1mM EDTA, 20% (w/v) sucrose, pH 8.0) followed by incubation on ice for 30 min. Subsequently, 132 μL of hypotonic TES buffer (diluted 1:10 in DW) was added, and the samples were incubated on ice for additional 30 min to cause osmotic shock and lyse the bacterial outer membrane (46, 48). The samples were then centrifuged, and the supernatants were collected.

For ELISA, wells of microtiter plates were coated with either PmE-L (5μg/ml in PBS) or mouse IgG (2.5μg/ml in PBS) at 4 °C overnight, then blocked with 1% (w/v) BSA in PBS or 3% (w/v) BSA in PBS, respectively, as previously described (49). The bacterial periplasmic extract was added to the wells, incubated for 2 h at 37 °C then washed three times with 0.05% (v/v) PBS-Tween.

The amount of bound antibody was determined using horseradish peroxidase (HRP) conjugated-anti-HA antibody (Roche Cat# 12013819001, RRID: AB390917) and ABTS substrate solution (Thermo Fisher Scientific, 002024). The absorbance was measured at 405 nm using Multiskan Sky microplate reader (Thermofisher Scientific). Background signals were measured from BSA-blocked wells without antigen coating. The nucleotide sequences of antigen-reactive scFv clones were determined by Sanger sequencing as previously described (49).

### 2.12 Statistical analyses

Prior to statistical analysis, normality of the data distribution was assessed using the Shapiro–Wilk test (50). Paired differences in CFS scores between groups were evaluated using the Wilcoxon signed-rank test with the Pratt zero method to account for zero-difference observations. Comparisons of tear production adjusted by body weight and qRT-PCR analysis were performed with the paired t-test. Clinically evaluated features and qRT-PCR analysis results are presented as mean ± SEM.

Beta diversity was assessed using permutational multivariate analysis of variance (PERMANOVA) with 10, 000 permutations based on Bray-Curtis dissimilarity matrices, implemented via the adonis function in the vegan package (51). Differences in taxonomic composition between groups were evaluated using two approaches: ANCOM-BC and the Mann-Whitney test. For ANCOM-BC, taxa with a p-value < 0.05 and an absolute effect size (LFC) > 2 were considered significant. The Mann-Whitney test was applied to genera with relative abundance > 1% in at least one group. All statistical tests were performed using the rstatix package (v0.7.2, RRID: SCR_021240) in R (v4.3.0, RRID: SCR_001905), and figures were generated using ggplot2 (v3.4.4, RRID: SCR_014601).

Clonotype similarities between two groups and the degree of sharing of stereotypic clonotypes within each group were compared using the Mann-Whitney test. The Mann-Whitney test was also used to compare the mean frequency of all clonotypes and stereotypic clonotypes across the groups. The number of LG or spleen stereotypic clonotypes found in vice versa organs or PB was assessed using the chi-square test. In consideration of the substantial sample size, the Cramer V test, ranging from 0 to 1, was utilized to identify practically meaningful relationships, with larger values indicating stronger associations between the variables (52). Statistical analysis of the BCR repertoire was performed in Python (v3.6.13; RRID: SCR_008357) using the SciPy 1.5.4 package (RRID: SCR_008058). In all statistical analyses, significance was defined as: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## 3 Results

### 3.1 FMT from an autoimmune dry eye mouse strain induces lacrimal gland inflammation and tear loss

Feces were collected from 30 NOD.B10.H2^b^ mice older than 20 weeks exhibiting autoimmune dry eye disease, and their microbiomes were transferred to ten B6 mice (NOD-FMT group). In parallel, nine B6 mice received oral PBS gavage (PBS-T group) (**Figure 1**). In the NOD-FMT group, NEI scale, measured by corneal fluorescein staining (CFS), increased significantly post-FMT, relative to baseline (p=0.046, Wilcoxon Test, **Figures 2A, B**). Tear production adjusted by body weight (mm/gram) decreased significantly in the NOD-FMT group (p=0.024, paired t-test, **Figure 2C**), whereas no changes were observed in the PBS-T group. qRT-PCR analysis on TNF-α, IFN-γ, IL-1β, IL-6, IL-10, TGF-β, EGF and MUC5AC mRNA levels in the collected corneal and conjunctival tissues and LG tissues revealed elevated IL-6 mRNA and reduced MUC5AC mRNA levels in the NOD-FMT group compared to the PBS-T group (p=0.004 and 0.0005, respectively, Mann-Whitney test) (**Figure 2D**) indicating tissue inflammation and impaired mucin production. No statistically significant differences were observed in the expression levels of TNF-α, IFN-γ, IL-1β, IL-10, TGF-β, or EGF between the groups; these data are presented in **Supplementary Figure 1**.

**Figure 2:**
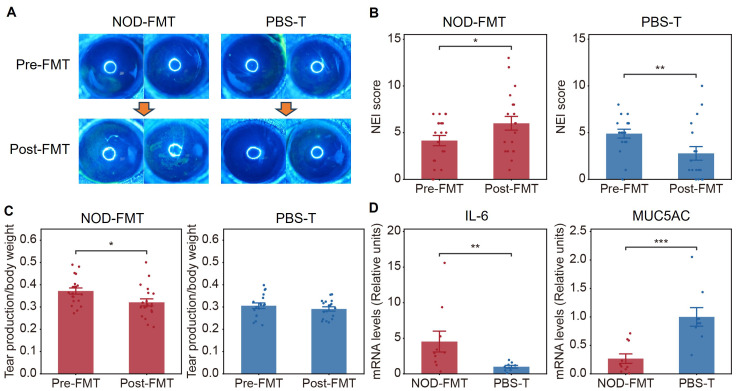
Clinicopathologic features of dry eye disease conveyed to B6 mice after FMT. **(A)** Representative photographs of the corneal epithelia of B6 mice subjected to FMT from NOD.B10.H2^b^ mice (NOD-FMT) and the control group with PBS transfer (PBS-T). **(B)** Changes in corneal fluorescein staining (CFS) scores determined by the National Eye Institute (NEI) scale (0-15). **(C)** Changes in tear production adjusted by body weight (mm/gram). **(D)** mRNA levels of IL-6 and MUC5AC in corneal and conjunctival tissues determined by qRT-PCR. The values are shown as relative units, calculated by designating the average level in the PBS-T group as the value of one. The data are presented in mean values ± standard error of mean (SEM) **(B–D)**, where each symbol indicates data from an individual mouse. *p<0.05, **p<0.01, ***p<0.001, as analyzed by Wilcoxon signed-rank test **(B)**, paired T-test **(C)**, and Mann-Whitney test **(D)**.

### 3.2 FMT alters gut microbial composition.

Fecal microbiota profiles were analyzed by 16S rRNA amplicon sequencing. At baseline (Pre-FMT point), Alpha diversity (Shannon index) and Beta diversity (Bray-Curtis dissimilarity index) did not differ significantly between the two groups, consistent with successful fecal homogenization (**Figures 3A, B**). After FMT (Post-FMT point), beta diversity diverged markedly between PBS-T and NOD-FMT group (**Figure 3B**) with greater taxonomic differences (**Figure 3C**). ANCOM-BC analysis identified significantly altered taxa (log fold change, LFC >2.0, p < 0.05) including increased *Uncultured_order_Rhodospirillales, Blautia, Alloprevotella, Parasutterella, Tannerellaceae, Desulfovibrio, Helicobacter, Escherichia-Shigella, Lactobacillus, Unclassified_family_Prevotellaceae, Unclassified_order_Enterobacterales*, and *Rikenella*, in the NOD-FMT group compared to PBS-T group (**Figure 3D**; **Supplementary Table 2**).

**Figure 3:**
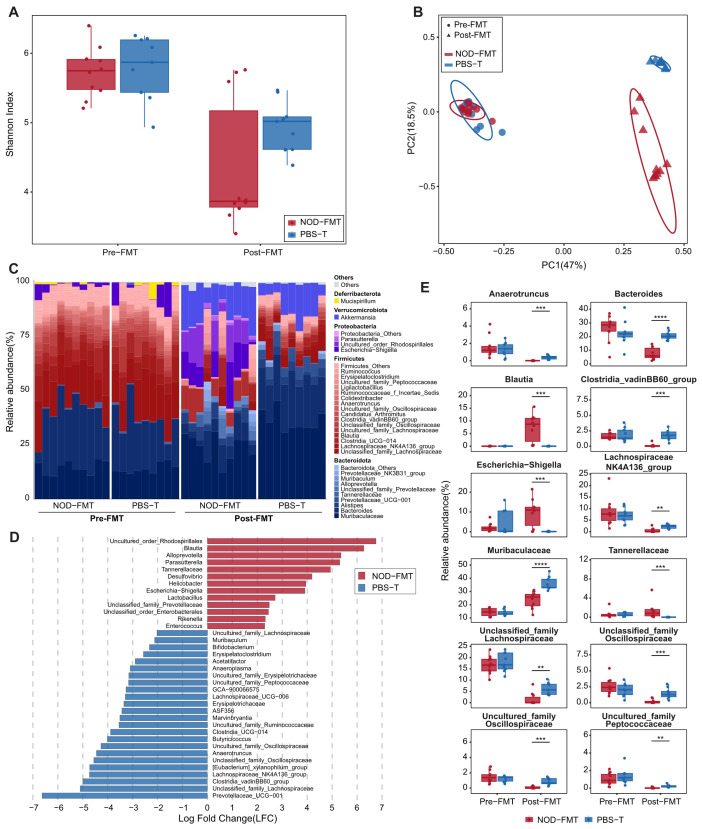
Alterations in a- and b-diversities and microbiota composition in B6 mice after FMT. **(A)** a-diversity in NOD-FMT group and the PBS-T group at the Pre-FMT and Post-FMT timepoints, measured using the Shannon index. **(B)** Principal coordinates analysis (PCoA) at the amplicon sequence variant (ASV) level. The axes indicate the proportion of variation in the overall community dissimilarity explained by each principal coordinate. Statistical significance of group differences was assessed using PERMANOVA (p=0.0004). **(C)** The stacked bar graph demonstrates proportional distributions of the microbiota in each sample. Each genus is represented by a colored segment within each bar. Colors are grouped by phylum, with darker shades indicating the most dominant genus within each phylum, and lighter shades representing less abundant genera from the same phylum. ‘Others’ refer to genera belonging to all phyla, with <1% abundance at the phylum level. The ‘[phylum]_Others’ refer to genera belonging to phyla with >1% abundance at the phylum level, but less than 1% at the genus level. **(D)** Differential abundance analysis using ANCOM-BC between the NOD-FMT and PBS-T groups at the Post-FMT timepoint. Taxa with LFC scores of > 2 and a p-value of <0.05 were considered significant. **(E)** Relative abundances of selected genera showing significant differences between groups. Only genera with >1% abundance in at least one group and significant post-FMT group-wise differences (Wilcoxon test) are shown. Relative abundance was calculated by dividing the frequency of each taxon in the sample by the total sum of frequencies in the same sample. **p <0.01, ***p <0.001, ****p <0.0001.

Genus-level analysis confirmed upregulation of *Blautia, Escherichia-Shigella*, and *Tannerellaceae* (p = 1.6 × 10^-4^, 9.68 × 10^-4^, and 2.4 × 10^-3^, respectively), and downregulation of *Anaerotruncus* (p = 1.22 × 10^-4^), *Bacteroides* (p = 2.17 × 10^-5^), *Clostridia_vadinBB60_group* (p = 2.7 × 10^-4^), *Lachnospiraceae_NK4A136_group* (p = 3.87 × 10^-3^), *Unclassified_family_Lachnospiraceae* (p = 4.7 × 10^-3^), *Muribaculaceae* (p = 4.33 × 10^-5^), *Unclassified_family_Oscillospiraceae* (p = 6.96 × 10^-4^), *Uncultured_family_Oscillospiraceae* (p = 3.73 × 10^-4^), and *Uncultured_family_Peptococcaceae* (p = 2.94 × 10^-3^) in the NOD-FMT group compared to PBS-T group (**Figure 3E**).

### 3.3 FMT shapes concordant BCR repertoires

BCR repertoires were generated from the LG and spleen tissues at the Post-FMT point. 

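Heavy-chain BCR libraries of the LG and the spleen were examined for 10 NOD-FMT mice, 9 PBS-T mice and 5 untreated B6 mice that form the BCR control group, 48 libraries in all. NOD-FMT mice are B6 mice gavaged with fecal microbiota of NOD.B10.H2b mice, and PBS-T mice were gavaged with PBS on the same schedule. The authors merged the paired reads with PEAR, kept reads of high Phred score, clustered them by UMI with Clustal Omega without singletons, and annotated isotypes from IMGT and V(D)J genes with IgBLAST. They deposited, for each library, the unique productive sequences with the counts of consensus sequences behind each, without normalization and before the contamination filter. The release of the germline reference is not named in the paper's text. Total counts per LG library ranged from 54009 to 341412 (median 164166.5) in the NOD-FMT group, from 40513 to 360216 (median 57793) in the PBS-T group and from 57398 to 80834 (median 75590) in the BCR control group. For the spleen the ranges were 168907 to 2302185 (median 454859), 215159 to 591813 (median 389289) and 86717 to 584159 (median 417470). From there, identical nucleotide sequences found in more than 2 mice of a tissue were removed, and the remaining sequences were grouped into clonotypes by IGHV gene, IGHJ gene and HCDR3 amino acid sequence. After this filter, a count of 0 in a mouse allows a share of up to 0.00748% in the shallowest LG library and up to 0.00417% in the shallowest spleen library, with the limit set at 3 counts. Such limits, and the confidence intervals given for single mice, cover counting error only. Groups were compared by two-sided exact permutation tests that enumerate every split of the 19 treated mice into 10 and 9, because clonotypes and pairs of mice are not independent of each other. The tests of the paper, which count clonotypes or pairs, were run beside them. The deposited labels mark the LG libraries of 6 NOD-FMT mice, 4 PBS-T mice and 1 BCR control mouse as merged and do not say what was merged. This was treated as a possible batch, and LG comparisons were repeated among the merged and among the other libraries. No spleen library carries this mark.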

Clonotype were defined as BCR sequences with identical IGHV/J gene usage and CDR3 amino acid sequences. 

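The LG of each NOD-FMT mouse held between 715 and 2504 clonotypes (median 998.5, n = 10), and the LG of each PBS-T mouse between 560 and 17213 (median 753, n = 9). On the log2 scale the means were 10.14 ± 0.66 (SD) and 10.02 ± 1.54 (SD), and the difference of 0.12 was smaller than the SD of either group (two-sided exact permutation test, p = 0.913). Among the merged LG libraries the difference was 0.49 (exact permutation p = 0.381), and among the other LG libraries it was -0.16 (exact permutation p = 0.921). PBS-T mouse 5 held the 17213 clonotypes, while the other PBS-T mice held at most 976, and without this mouse the difference was 0.61 (exact permutation p = 0.0206). Without NOD-FMT mouse 7, the difference was -0.01 on the log2 scale. Of the changes in processing that kept all 19 mice, random thinning of every LG library to 40105 counts moved the difference most, to -0.23 (exact permutation p = 0.809). Over all mice of a group, the LG held 12074 distinct clonotypes in the NOD-FMT group and 22591 in the PBS-T group. The spleens held between 68431 and 593820 clonotypes per NOD-FMT mouse (median 145171.5) and between 23002 and 202547 per PBS-T mouse (median 104895), and 1719808 and 911098 distinct clonotypes per group. The spleen means on the log2 scale were 17.20 ± 0.85 (SD) and 16.49 ± 0.88 (SD), a difference of 0.70 (two-sided exact permutation test, p = 0.0924). It fell under 0.05 without NOD-FMT mouse 2 (0.83, exact permutation p = 0.0382) and without PBS-T mouse 4 (0.85, exact permutation p = 0.0367). With every spleen library thinned to 71859 counts, the difference was 0.18 (exact permutation p = 0.123).

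**Figure D1:**
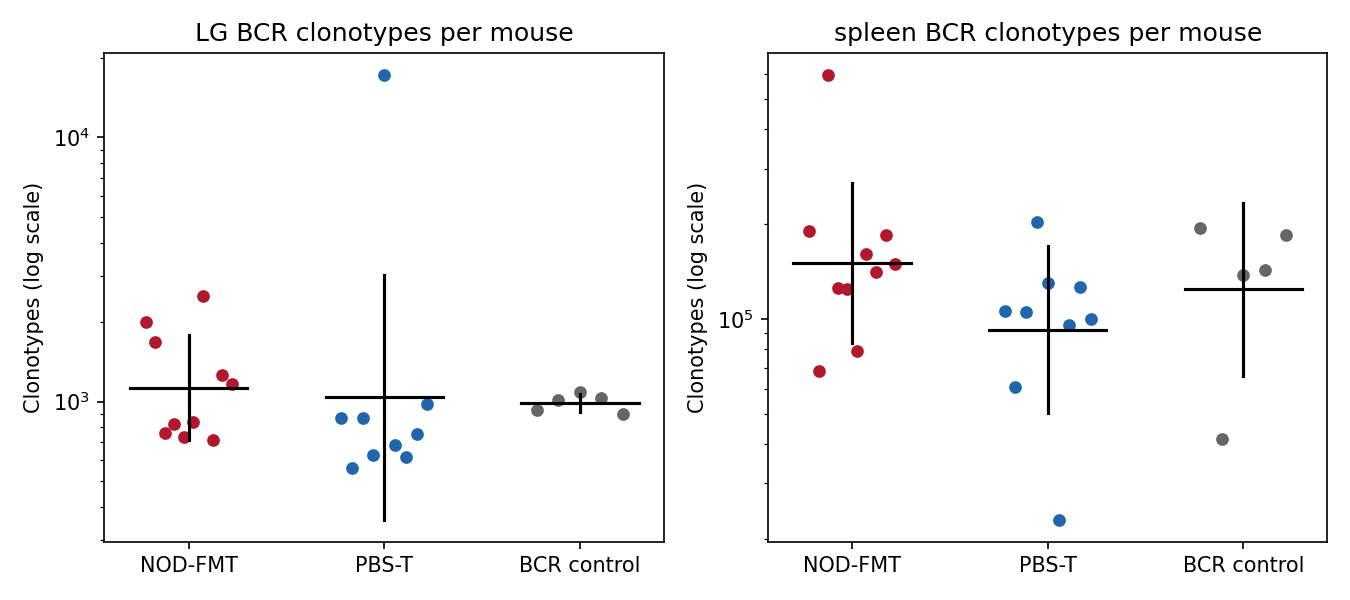
Number of clonotypes per mouse on a log axis in the LG and the spleen of the NOD-FMT, PBS-T and BCR control groups. Points are mice, horizontal lines are geometric means and vertical bars span 1 SD of the log2 values on either side. A single PBS-T LG, with 17213 clonotypes, lies far above the others.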

LG BCR repertoires contained 12, 249 and 22, 691 BCR clonotypes in NOD-FMT and PBS-T groups, respectively, while spleen BCR repertoires contained 1, 778, 376 and 925, 445 BCR clonotypes. Additional untreated B6 mice (n=5) were included as BCR repertoire controls; LG and spleen BCR repertoires contained 3, 956 and 687, 306 BCR clonotypes, respectively (**Supplementary Tables 3**, **4**).

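The LG of the 5 BCR control mice held between 898 and 1089 clonotypes (median 1015) after the contamination filter, and 4284 distinct clonotypes together. Their spleens held between 41494 and 193625 clonotypes per mouse (median 142944), and 683087 distinct clonotypes together. On the log2 scale the mean was 9.95 ± 0.11 (SD, n = 5) in the LG and 16.92 ± 0.91 (SD, n = 5) in the spleen. These mice were used to exclude clonotypes and were not part of the group comparisons.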

Pairwise BCR similarity was computed for all possible mouse pairs within each group (NOD-FMT, n = 10; PBS-T, n = 9) and across groups. 

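The text and the figure legend do not name the tissue, so the cosine similarity was computed for both, as the number of clonotypes shared by a pair of mice over the geometric mean of their numbers of clonotypes. In the LG it was 0.0102 ± 0.00574 (SD, 45 pairs) within the NOD-FMT group, 0.0111 ± 0.0149 (SD, 36 pairs) within the PBS-T group and 0.00642 ± 0.00866 (SD, 90 pairs) across groups. The medians were 0.00879, 0.00500 and 0.00386. In the spleen it was 0.0176 ± 0.00337 within the NOD-FMT group, 0.0132 ± 0.00235 within the PBS-T group and 0.0147 ± 0.00311 across groups. With the mouse labels permuted, the LG difference between NOD-FMT and PBS-T pairs was -0.000918 (two-sided exact permutation test, p = 0.754), and that between NOD-FMT and cross-group pairs was 0.00380 (exact permutation p = 0.0999). The spleen differences were 0.00440 (exact permutation p = 0.0427) and 0.00283 (exact permutation p = 0.0157). The Mann-Whitney test, which takes the pairs as independent, gave p = 0.0387 and p = 7.97e-07 in the LG and p = 1.43e-08 and p = 3.30e-06 in the spleen. In the LG, the lower p for NOD-FMT against PBS-T pairs goes with the higher median of the NOD-FMT pairs, while their mean is lower. Mean similarity to the own group was 0.0295 to 0.144 in the LG of untreated BCR control mice (no test). It was 0.00645 to 0.0136 in NOD-FMT LG and 0.00322 to 0.0175 in PBS-T LG. The highest values, 0.130 and 0.144, were those of BCR control mice 2 and 3, whose LG shared many sequences. In the spleen, BCR control, NOD-FMT and PBS-T mice ranged from 0.0128 to 0.0161, 0.0137 to 0.0228 and 0.0101 to 0.0148. High LG similarity was thus not particular to NOD-FMT mice.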

Similarity analysis revealed that cosine similarity was significantly higher within NOD-FMT group compared to PBS-T or cross-group comparisons (p=0.001 or p<0.0001, Mann-Whitney test, **Figures 4A, B**). Thus, FMT shaped concordant BCR repertoires distinct from PBS-T group.

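Leaving out 1 mouse at a time moved the LG difference between NOD-FMT and PBS-T pairs from -0.00318 to 0.000806, and its sign changed without NOD-FMT mouse 2 (2.56e-05), PBS-T mouse 7 (0.000806) or PBS-T mouse 8 (0.000394). Against cross-group pairs the LG difference passed the threshold without PBS-T mouse 3 (0.00467, exact permutation p = 0.0185) or PBS-T mouse 6 (0.00449, exact permutation p = 0.0287). Among the merged LG libraries, the difference was -0.00717 between NOD-FMT and PBS-T pairs (exact permutation p = 0.486) and 0.00202 against cross-group pairs (exact permutation p = 0.533). Among the other LG libraries these values were -0.00533 (exact permutation p = 0.524) and 0.00509 (exact permutation p = 0.349). The LG difference between NOD-FMT and PBS-T pairs was positive when clonotypes with fewer than 5 counts were left out (0.00662, exact permutation p = 0.000238) and when sequences found in 2 or more mice were removed (0.00171, exact permutation p = 0.348). In the spleen, the difference between NOD-FMT and PBS-T pairs stayed between 0.00325 and 0.00538 with each mouse left out, and p rose above 0.05, to at most 0.0901, in 10 of 19 cases (exact permutation). It was 0.00325 without NOD-FMT mouse 3 (exact permutation p = 0.0691). With every spleen thinned to 23002 clonotypes, the spleen differences were -0.000579 (exact permutation p = 0.251) and -0.000199 (exact permutation p = 0.509).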

**Figure 4:**
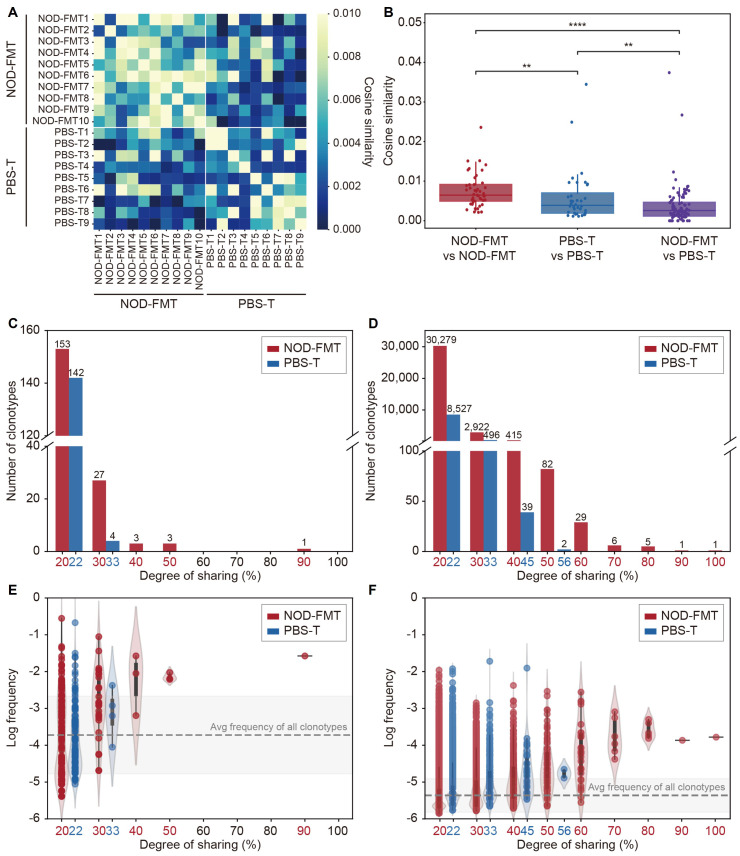
Stereotypic BCR clonotypes in the lacrimal gland and spleen repertoire. **(A)** Heatmap of clonotype similarity between mice from NOD-FMT and PBST groups. **(B)** Clonotype similarity among mouse pairs within NOD-FMT and PBS-T groups. **(C–F)** The number of stereotypic clonotypes in the BCR repertoires of the **(C)** LG or **(D)** spleen according to the degree of sharing, which is defined as the percentage of stereotypic clonotype-harboring mice out of ten NOD-FMT mice or nine PBS-T mice. Log frequency of stereotypic clonotypes in the BCR repertoires of the **(E)** LG or **(F)** spleen, according to the degree of sharing. The gray line represents the average frequency of all BCR clonotypes in the NOD-FMT or PBS-T groups, and the shaded areas indicate standard deviation of the frequency of all clonotypes (E, F). **p < 0.01, ****p < 0.0001.

Group-specific clonotypes were identified after excluding those shared with controls and the other experimental group. 

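A clonotype was counted as stereotypic when it occurred in at least 2 mice of a group and in no mouse of the other group and no BCR control mouse in the same tissue. The LG of NOD-FMT mice held 252 stereotypic clonotypes, of which 211 occurred in 2 mice, 32 in 3, 4 in 4, 3 in 5, 1 in 6 and 1 in 9. The 5 clonotypes held by at least 5 mice used IGHV6-3 or IGHV6-6, which lie on the minus strand of chromosome 12 (GRCm38, GENCODE M21) from 114391712 to 114392169 and from 114434788 to 114435244. They joined IGHJ1 (113429781 to 113429833) or IGHJ3 (113429085 to 113429132). The clonotype in 9 mice, IGHV6-3 with IGHJ3 and HCDR3 TGDGFAY, ranged from 0.000757% of the counts in NOD-FMT mouse 2 to 2.29% in NOD-FMT mouse 6 (1227 of 53623 counts, Wilson 95% interval 2.17% to 2.42%). It had 3569 counts on 215 sequences, 59 of them without a mutation, and 99.9% of its counts were IgA. IGHV6-3 with IGHJ1 and HCDR3 TRYFDV occurred in 6 mice and reached 0.599% of the counts of a mouse. The clonotypes in 5 mice were IGHV6-3 with IGHJ3 and HCDR3 TGDSFAY, which reached 0.649%, the same genes with HCDR3 TGQGFAY, which reached 2.67%, and IGHV6-6 with IGHJ3 and HCDR3 TRLGFAY, which reached 0.987%. At least 98.5% of the counts of each were IgA.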

In the LG of the NOD-FMT group, 1, 3, 3, 27, and 153 clonotypes were shared among 90% (9/10), 50% (5/10), 40% (4/10), 30% (3/10) and 20% (2/10) of the total 10 mice, respectively (**Figure 4C**). By contrast, in the LG of PBS-T group, only four and 142 clonotypes were shared by 33% (3/9) and 22% (2/9) of the total 9 mice, respectively (**Figure 4C**), representing a significant discrepancy (p<0.0001, Mann-Whitney test, **Supplementary Table 5**).

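In the LG of PBS-T mice, 309 clonotypes were stereotypic, of which 299 occurred in 2 mice, 9 in 3 and 1 in 4. The number in the NOD-FMT group over that in the PBS-T group was 0.816 (two-sided exact permutation test of the ratio, p = 0.678). A permutation of the difference of the numbers, which was added after the ratio missed planted differences in simulated repertoires, gave p = 0.590. The ratio rested on single mice. It was 3.24 without PBS-T mouse 5 (259 against 80, exact permutation p = 0.368 for the ratio and 0.129 for the difference), 1.42 without PBS-T mouse 7 and 1.09 without PBS-T mouse 8, and it was 0.511 without NOD-FMT mouse 7. Among the merged libraries, the numbers were 132 and 42 (ratio 3.14, exact permutation p = 0.952 for the ratio and 0.667 for the difference), and among the others 31 and 190 (ratio 0.163, exact permutation p = 0.746 and 0.270). Removal of all sequences found in 2 or more mice left 185 and 143 stereotypic clonotypes (ratio 1.29, exact permutation p = 0.988 and 0.877). Without clonotypes of fewer than 5 counts, which moved the ratio most among the changes in processing, 85 and 23 were left (ratio 3.70, exact permutation p = 0.116 for the ratio and 0.00234 for the difference). Of the stereotypic clonotypes, 16.3% in the NOD-FMT group and 3.24% in the PBS-T group occurred in 3 or more mice, a difference of 13.0 percentage points (two-sided exact permutation test, p = 0.0294). The Mann-Whitney test over clonotypes gave p = 8.29e-08. This difference was 11.3 points among the merged libraries (exact permutation p = 0.305) and 8.10 points among the others (exact permutation p = 0.222), and 9.43 points without NOD-FMT mouse 6 (exact permutation p = 0.107). It also left the threshold without NOD-FMT mouse 5 (10.4 points), NOD-FMT mouse 9 (10.5 points), PBS-T mouse 1 (12.9 points) or PBS-T mouse 4 (12.8 points).

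**Figure D2:**
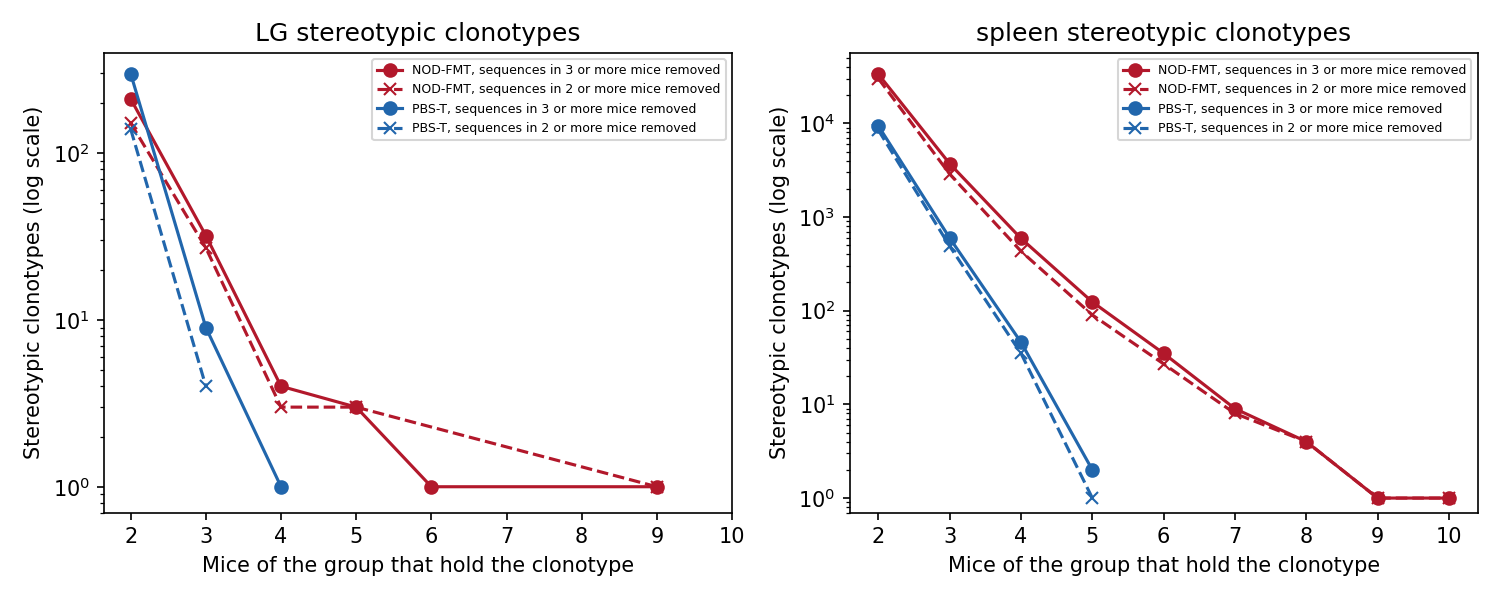
Number of stereotypic clonotypes (log axis) by the number of mice that hold them, in the LG and the spleen of the NOD-FMT and PBS-T groups. Solid lines with circles follow the removal of sequences found in more than 2 mice, dashed lines with crosses that of sequences found in 2 or more mice, and numbers of 0 are not drawn. In the LG, the PBS-T number at 2 mice is 299 under the former rule and 139 under the latter.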

A similar trend was observed in the spleen. 

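The spleens of NOD-FMT mice held 37913 stereotypic clonotypes. Of these, 33445 occurred in 2 mice, 3704 in 3, 590 in 4, 124 in 5, 35 in 6, 9 in 7, 4 in 8, 1 in 9 and 1 in 10. The clonotype in all 10 spleens used IGHV7-3 (chromosome 12 of GRCm38, minus strand, 114153180 to 114153644) and IGHJ2 (113429468 to 113429567) with HCDR3 ARYRYYFDY, and it reached 0.00660% of the counts of a mouse on 88 counts in all. The clonotype in 9 spleens used IGHV1-69 (115623161 to 115623595) and IGHJ1 with HCDR3 ARWGYFDV, reached 0.0152% on 115 counts, and had no unmutated sequence. Among the clonotypes in 8 spleens, IGHV1-55 (115208095 to 115208591) with IGHJ1 and HCDR3 ARDYGSRYWFFDV reached 0.0558%, and IGHV1-55 with IGHJ3 and HCDR3 ARDRAY reached 0.0206%. The other pair used IGHV9-3 (114140692 to 114141122) and IGHJ4 (113428514 to 113428567), with HCDR3 ARLLRYAMDY, which reached 0.00787%, and HCDR3 ARLLYYAMDY, which reached 0.0258%. The PBS-T and BCR control spleens, in which these clonotypes had a count of 0, allow shares of up to 0.00417% and 0.00383% in their shallowest libraries.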

In the NOD-FMT group, 1, 1, 5, 6, 29, 82, 415, 2, 922, and 30, 279 clonotypes were shared by 100% (10/10), 90% (9/10), 80% (8/10), 70% (7/10), 60% (6/10), 50% (5/10), 40% (4/10), 30% (3/10) and 20% (2/10) of mice (**Figure 4D**). In contrast, PBS-T group exhibited only 2, 39, 496 and 8, 527 clonotypes were shared by 56% (5/9), 45% (4/9), 33% (3/9) and 22% (2/9), respectively (**Figure 4D**). This again represented a significant discrepancy (p<0.0001, Mann-Whitney test, **Supplementary Table 5**).

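The spleens of PBS-T mice held 10022 stereotypic clonotypes, of which 9378 occurred in 2 mice, 596 in 3, 46 in 4 and 2 in 5. No clonotype of this group occurred in 6 or more of the 9 spleens.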

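The number of stereotypic clonotypes in the spleen was 3.78 times as high in the NOD-FMT group as in the PBS-T group, which was not past the threshold when mice were permuted (two-sided exact permutation test of the ratio, p = 0.0752, and of the difference, p = 0.0644). The ratio was 1.79 without NOD-FMT mouse 3 (20677 against 11537, exact permutation p = 0.126) and 6.14 without PBS-T mouse 4 (exact permutation p = 0.0202). It also passed the threshold without NOD-FMT mouse 2 (3.40, exact permutation p = 0.0362) or NOD-FMT mouse 6 (3.38, exact permutation p = 0.0379). The difference also passed it with clonotypes of at least 2 counts (6023 against 1758, exact permutation p = 0.0262) or at least 5 counts (1958 against 609, exact permutation p = 0.0139). With every spleen thinned to 71859 counts, 4299.7 against 2474.2 were left (median exact permutation p of the draws = 0.0823 for the ratio and 0.0521 for the difference). Thinning to 23002 clonotypes was the change in processing that moved the ratio most. It was then 1.12 (exact permutation p = 0.358), where the 45 pairs of NOD-FMT mice outnumber the 36 pairs of PBS-T mice 1.25 times. Of the stereotypic clonotypes, 11.8% in the NOD-FMT group and 6.43% in the PBS-T group occurred in 3 or more spleens, a difference of 5.36 percentage points (two-sided exact permutation test, p = 0.0358). The Mann-Whitney test over clonotypes gave p = 2.83e-55. This difference was 2.95 points without NOD-FMT mouse 3 (exact permutation p = 0.0565), and it left the threshold for 7 of the 24 mice left out in turn, NOD-FMT mice 3, 7, 8 and 9 and PBS-T mice 1, 2 and 6, at 2.95 to 6.19 points. With every spleen thinned to 23002 clonotypes, it was -0.372 points (exact permutation p = 0.415). The LG and the spleen were not shown to differ in the ratio (log2 difference -2.21, exact permutation p = 0.162) or in the share in 3 or more mice (7.67 points, exact permutation p = 0.189).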

Taken together, these analyses demonstrated that FMT induced the emergence of highly concordant BCR repertoires in NOD-FMT group, both in the LG and systemically.

### 3.4 FMT drives preferential expansion of stereotypic BCR clonotypes

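The frequency of a clonotype was its share of the counts of a mouse, averaged over the mice that held it. In the LG of NOD-FMT mice it was 4.10e-03 ± 0.0113 (SD) over 252 stereotypic clonotypes and 7.08e-04 ± 0.00446 (SD) over all 12074 clonotypes, a ratio of 5.79. The medians were 3.47e-04 and 1.24e-05. Per mouse, the mean frequency of stereotypic clonotypes was higher than that of all clonotypes in 10 of 10 mice, by a mean of 1.94 on the log2 scale (two-sided exact sign-flip permutation test, p = 0.00195, the smallest that 10 mice allow). A frequency at or above the stereotypic mean was held by 3.68% of all clonotypes. Among the merged libraries, the ratio was 9.82 (exact permutation p = 0.0312), and among the others it was 2.04 (exact permutation p = 0.125), each the smallest p that so few mice allow. Leaving out clonotypes of fewer than 5 counts moved the ratio most, to 1.54 (exact permutation p = 0.111), and an average over all mice of the group instead of the holders gave 10.8. With each mouse left out in turn, it stayed between 4.20 and 6.80.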

In LG, the average frequency of 187 stereotypic BCR clonotypes in NOD-FMT group (4.78 x 10^–3^) was significantly higher than that of all BCR clonotypes in the same group (8.05 x 10^–4^) (p<0.0001, Mann-Whitney test, **Supplementary Table 6**), representing top 3.28% of clonotypes. 

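Median frequencies in the LG of NOD-FMT mice were 2.01e-04 for stereotypic clonotypes in 2 mice, 5.98e-04 for those in 3, 1.89e-03 for those in 4 and 5.09e-03 for those in 5. The means, which single abundant clonotypes can carry, were 4.27e-03, 3.30e-03, 1.87e-03 and 4.77e-03, and the single clonotypes in 6 and in 9 mice had 1.31e-03 and 3.94e-03. Within mice, the mean frequency of clonotypes shared by 3 or more mice was above that of clonotypes shared by 2 in 4 of 10 mice (mean log2 difference -0.47, two-sided exact permutation p = 0.248). On the scale of log frequencies, which the plot of the paper uses, it was above in 7 of 10 mice (mean log2 difference 1.56, two-sided exact permutation p = 0.0234). In the LG of PBS-T mice, where 9 clonotypes occurred in 3 mice and 1 in 4, the mean was above in 1 of the 8 mice that held both kinds (mean log2 difference -4.58, exact permutation p = 0.0156), and on the log scale in 4 of 8 (-0.31, exact permutation p = 0.484).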

Frequency increased with the stereotypy (**Figure 4E**). 

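The frequency of 37913 stereotypic clonotypes in the spleens of NOD-FMT mice was 9.86e-06 ± 1.79e-04 (SD), against 5.07e-06 ± 7.23e-05 (SD) over all 1719808 clonotypes, a ratio of 1.94. Stereotypic clonotypes had the higher mean in 10 of 10 mice, by a mean of 0.76 on the log2 scale (two-sided exact sign-flip permutation test, p = 0.00195). Leaving out each mouse in turn gave ratios from 1.70 to 2.07. The ratio was no longer past the threshold without clonotypes of fewer than 5 counts (1.20, exact permutation p = 0.154) or with clonotypes defined by the HCDR3 alone (1.43, exact permutation p = 0.178). Clonotypes found in 3 or more spleens were more frequent than those found in 2 in 8 of 10 mice (mean log2 difference 0.73, exact permutation p = 0.0117). On the scale of log frequencies they were so in 10 of 10 mice (0.22, exact permutation p = 0.00195). In PBS-T spleens, the mean was above in 5 of 9 mice (0.26, exact permutation p = 0.523). On the log scale it was above in 9 of 9 PBS-T mice (0.21, exact permutation p = 0.0039).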

In spleen, stereotypic clonotypes also expanded, though at lower frequencies (1.52 x 10–^5^ vs 4.69x10^–6^) with statistical significance (p<0.0001, Mann-Whitney test, **Figure 4F**; **Supplementary Table 6**). These data demonstrated preferential expansion of stereotypic clonotypes following FMT.

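In the LG of PBS-T mice, the mean frequency was 1.42e-03 ± 0.00669 (SD) over 309 stereotypic clonotypes and 3.58e-04 ± 0.00414 (SD) over all 22591 clonotypes, a ratio of 3.98. Stereotypic clonotypes were the more frequent in 8 of 9 mice, by a mean of 0.76 on the log2 scale (two-sided exact sign-flip permutation test, p = 0.0820). The ratio was 1.77 without PBS-T mouse 3 (exact permutation p = 0.781), 3.73 without PBS-T mouse 5 (exact permutation p = 0.0312) and 6.67 without PBS-T mouse 7 (exact permutation p = 0.00781). It was 7.14 among the merged libraries (exact permutation p = 0.375) and 1.17 among the others (exact permutation p = 0.438). In the spleens of PBS-T mice, the means were 1.65e-05 ± 1.48e-04 (SD) and 8.81e-06 ± 2.39e-04 (SD), a ratio of 1.87, with 8 of 9 mice in this direction (exact permutation p = 0.0078). The log2 ratios of the NOD-FMT and PBS-T groups differed by 1.18 in the LG (two-sided exact permutation test, p = 0.0341) and by 0.10 in the spleen (p = 0.672). The LG difference was 1.39 among the merged libraries (exact permutation p = 0.0190) and 0.65 among the others (exact permutation p = 0.476). With each mouse left out in turn it stayed past the threshold in 12 of 19 cases, from 0.69 without PBS-T mouse 5 (exact permutation p = 0.230) to 2.03 without PBS-T mouse 3 (exact permutation p = 0.0102). From the higher frequency of stereotypic clonotypes than of all clonotypes in the LG and the spleen of NOD-FMT mice, the paper concludes that stereotypic clonotypes expand preferentially following FMT.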

### 3.5 Stereotypic BCR clonotypes evolve locally and disseminate systemically

Germline-containing clonotypes were defined as clonotypes containing at least one BCR sequence with zero somatic hypermutation (SHM = 0). In NOD-FMT mice, the fraction of germline-containing clonotypes among LG stereotypic BCR clonotypes was 84%, which was significantly higher than that observed in the PBS-T group (61%) (p<0.0001, chi-square test, **Table 1**; **Supplementary Table 7**). In contrast, the fraction of germline-containing clonotypes among spleen stereotypic BCR clonotypes in NOD-FMT mice was 99.5%, comparable to that of the PBS-T group (99.5%) (p=0.708, chi-square test, **Table 2**; **Supplementary Table 8**). These results suggest that stereotypic BCR clonotypes detected in the LG following FMT are more likely to contain germline BCR sequences, indicating ongoing local generation of stereotypic clonotypes within the LG.

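A sequence was taken as unmutated when its alignment to the germline IGHV gene held 0 mismatches. Of the LG stereotypic clonotypes, 79.4% of 252 in the NOD-FMT group and 56.0% of 309 in the PBS-T group had at least 1 unmutated sequence, a difference of 23.4 percentage points. Over clonotypes, Fisher's exact test gave p = 4.17e-09 and the chi-square test p = 9.19e-09, both two-sided. With mice permuted instead, the difference was not past the threshold (two-sided exact permutation test, p = 0.113). It was 6.82 points among the merged libraries (73.5% against 66.7%, exact permutation p = 0.724) and 38.2 points among the others (90.3% against 52.1%, exact permutation p = 0.238). Without PBS-T mouse 5 it was 14.9 points (79.9% against 65.0%, exact permutation p = 0.402), and without NOD-FMT mouse 1 it was 29.6 points (84.9% against 55.3%, exact permutation p = 0.0125). Leaving out clonotypes with fewer than 5 counts moved it most, to 2.81 points (exact permutation p = 0.761), while thinning to 40105 counts gave 33.1 points (exact permutation p = 0.0227). In the NOD-FMT group, the share was 76.3% of 211 clonotypes in 2 mice, 93.8% of 32 in 3 and 100% of those in more mice. In the PBS-T group it was 55.5% of 299 clonotypes in 2 mice and 66.7% of 9 in 3. Since 1 unmutated sequence is enough, pooling the sequences of more mice can by itself raise the share with the degree of sharing.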

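Of the spleen stereotypic clonotypes, 92.9% in the NOD-FMT group and 93.1% in the PBS-T group had at least 1 unmutated sequence, a difference of -0.260 points (two-sided exact permutation test, p = 0.825, Fisher's exact test over clonotypes, p = 0.381). Leaving out each mouse in turn gave -0.956 to 0.630 points, with a positive sign without NOD-FMT mouse 2 (0.169), PBS-T mouse 3 (0.0394), PBS-T mouse 4 (0.151) or PBS-T mouse 5 (0.630). Where the unmutated sequence needed at least 2 counts, the shares were 25.2% and 28.2%, a difference of -3.03 points. The LG and spleen differences were not shown to differ from each other (23.6 points, exact permutation p = 0.123).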

**Table 1:** Number of germline-containing clonotypes among LG stereotypic BCR clonotypes.

Group	Degree of sharing									Total
	2	3	4	5	6	7	8	9	10	
NOD-FMT	125/153 (81.7%)	25/27 (92.6%)	3/3 (100%)	3/3 (100%)	–	–	–	1/1 (100%)	–	157/187 (84.0%)
PBS-T	86/142 (60.6%)	3/4 (75.0%)	–	–	–	–	–	–	**-**	89/146 (61.0%)

**Table 2:** Number of germline-containing clonotypes among spleen stereotypic BCR clonotypes.

Group	Degree of sharing									Total
	2	3	4	5	6	7	8	9	10	
NOD-FMT	30161/30279 (99.6%)	2894/2922 (99.0%)	406/415 (97.8%)	72/82 (87.8%)	24/29 (82.8%)	4/6 (66.7%)	5/5 (100.0%)	0/1 (0.0%)	1/1 (100%)	33567/33740 (99.5%)
PBS-T	8482/8527 (99.5%)	491/496 (99.0%)	39/39 (100%)	2/2 (100%)	–	–	–	–	–	9014/9064 (99.5%)

To assess whether these locally enriched stereotypic clonotypes subsequently disseminate to peripheral compartments, we next examined clonotype overlap across tissues. 

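An LG stereotypic clonotype was counted as found in the spleen when at least 1 mouse that held it in the LG also held it in the spleen. This was so for 69.4% of the 252 clonotypes of the NOD-FMT group and 21% of the 309 clonotypes of the PBS-T group, a difference of 48.4 percentage points. Over clonotypes, Fisher's exact test gave p = 1.64e-31 and the chi-square test p = 2.59e-30. With mice permuted, the difference was not past the threshold (two-sided exact permutation test, p = 0.135). Among the merged libraries it was 24.6 points (67.4% against 42.9%, exact permutation p = 0.495), and among the others 88.9 points (100% against 11.1%, exact permutation p = 0.111). Without PBS-T mouse 5 it was 14.9 points (69.9% against 55.0%, exact permutation p = 0.574). Thinning of LG and spleen repertoires to 560 and 23002 clonotypes moved it most, to 5.74 points (22.9% against 17.1%, exact permutation p = 0.567). By degree of sharing, the share in the NOD-FMT group was 64.5% of clonotypes in 2 mice, 93.8% of those in 3 and 100% of those in more. In the PBS-T group it was 20.7% of clonotypes in 2 mice and 22.2% of those in 3. Since 1 mouse is enough, a clonotype in more mice has more chances to be found, which alone can raise the share.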

In NOD-FMT mice, 65.8% of LG stereotypic BCR clonotypes were also found in spleen repertoires, which was significantly higher than 24.7% observed in the PBS-T group (p<0.0001, chi-square test, **Table 3**; **Supplementary Table 9**). By contrast, only 0.8% of spleen stereotypic BCR clonotypes were detected in LG BCR repertoires, which was similar to 1.0% of the PBS-T group (**Table 4**; **Supplementary Table 10**).

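Of the spleen stereotypic clonotypes, 0.781% in the NOD-FMT group and 0.948% in the PBS-T group occurred in the LG of at least 1 mouse that held them in the spleen, a difference of -0.167 points (two-sided exact permutation test, p = 0.630, Fisher's exact test over clonotypes, p = 0.104). Without NOD-FMT mouse 3 the difference was 0.230 points (1.13% against 0.901%). It was 1.53 points without clonotypes of fewer than 5 counts (exact permutation p = 0.411) and 1.19 points with libraries thinned to equal counts (exact permutation p = 0.0827). In the NOD-FMT group the share rose with the number of spleens that held the clonotype, from 0.580% for 2 spleens to 8.87% for 5, 20.0% for 6 and 22.2% for 7, where 35 and 9 clonotypes remained. In the PBS-T group it was 0.874% for 2 spleens, 2.01% for 3 and 2.17% for 4. A clonotype held by more mice has more chances to be found in an LG. The definition alone can therefore produce such a rise, and no conclusion is drawn from it.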

**Table 3:** Number of LG stereotypic BCR clonotypes found in the spleen of the same mouse.

Group	Degree of sharing									Total	
	2	3	4	5	6	7	8	9	10		
NOD-FMT	91/153 (59.5%)	25/27 (92.6%)	3/3 (100%)	3/3 (100%)	–	–	–	1/1 (100%)	–	123/187 (65.8%)
PBS-T	34/142 (23.9%)	2/4 (50.0%)	–	–	–	–	–	–	**-**	36/146 (24.7%)

**Table 4:** Number of spleen stereotypic BCR clonotypes found in the LG of the same mouse.

Group	Degree of sharing									Total
	2	3	4	5	6	7	8	9	10	
NOD-FMT	185/30279 (0.6%)	49/2922 (1.7%)	23/415 (5.5%)	12/82 (14.6%)	10/29 (34.5%)	3/6 (50.0%)	0/5 (0.0%)	1/1 (100%)	1/1 (100%)	284/33740 (0.8%)
PBS-T	75/8527 (0.9%)	12/496 (2.4%)	2/39 (5.1%)	1/2 (50%)	–	–	–	–	–	90/9064 (1.0%)

PB repertoires were further analyzed by pooling samples within each group, yielding 202, 436 clonotypes in the NOD-FMT group and 168, 763 clonotypes in the PBS-T group (**Supplementary Table 11**). In NOD-FMT group, 28.3% of LG stereotypic BCR clonotypes were also present in PB BCR repertoire, which was higher than the 18.5% of PBS-T group (p=0.050, chi-square test, **Supplementary Tables 12**, **13**). All high-stereotypy LG clonotypes (≥ 5 out of 10 NOD-FMT mice) were consistently detected across LG, spleen, and PB. In contrast, spleen stereotypic BCR clonotypes of NOD-FMT group showed limited dissemination to PB (6.5%), comparable to PBS-T group (5.8%) (p=0.065, chi-square test, **Supplementary Tables 14**, **15**).

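Each of the 5 LG clonotypes held by at least 5 NOD-FMT mice was also found in NOD-FMT spleens. HCDR3 TGDGFAY occurred in all 10 NOD-FMT spleens, among them the spleens of all 9 mice with the clonotype in the LG, and reached 0.131% of the counts there. After the contamination filter it was found in none of the 9 PBS-T spleens and, with 1 count, in 1 BCR control spleen. Before the filter, 1 PBS-T spleen also held it with 1 count. HCDR3 TRYFDV occurred in 10 NOD-FMT spleens, 3 PBS-T spleens and 2 BCR control spleens, and TGDSFAY in 9, 0 and 1. HCDR3 TGQGFAY occurred in 7 NOD-FMT spleens, 1 PBS-T spleen and 1 BCR control spleen, and TRLGFAY in 8, 4 and 2. The PBS-T shares did not exceed 0.00322% for any of the 5 clonotypes, where the shallowest PBS-T spleen allows up to 0.00417% at a count of 0. PB was not analysed here.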

Collectively, these findings indicate that stereotypic clonotypes preferentially evolve in the LG following FMT and subsequently disseminate systemically.

### 3.6 NOD-FMT induces autoreactive BCR clonotypes targeting AQP-5 and IgG

To directly assess whether FMT from NOD.B10.H2b mice induces autoreactive BCR responses in B6 recipient mice, we generated scFv phage display libraries using cDNA prepared from the spleens of NOD-FMT mice and performed biopanning against two antigens: PmE-L and mouse IgG.

PmE-L is a peptide derived from the aquaporin (AQP) of *Prevotella melaninogenica* that is homologous to human AQP-5 — a key water channel autoantigen in SjD. We previously reported that immunization with this peptide induced anti-AQP-5 antibodies and reduced salivary flow in mice (41, 44). AQP-5 is a water-channel protein expressed in salivary and lacrimal glands (53) and has been proposed as a potential autoimmune target in SjD, supported by abnormal distribution of AQP-5 in salivary gland biopsies (54), and elevated levels of anti-AQP-5 antibodies in the sera reported from SjD patients (55). In addition, the AQP homolog of *Prevotella melaninogenica* shares high sequence and structural similarity with human and mouse AQP-5 (41, 56), suggesting that molecular mimicry may contribute to the induction of anti-AQP-5 autoantibodies. Autoantibodies that bind the Fc portion of IgG, known as rheumatoid factor (RF), are commonly detected in SjD (57) and in mouse models mimicking SjD (58, 59). Therefore, mouse IgG was selected as the second antigen for biopanning. After biopanning, eight clones reactive to PmE-L and nine clones reactive to mouse IgG were selected by ELISA using periplasmic extracts of the bacterial cells (**Supplementary Figures 2A, B**).

In the LG BCR repertoire of both NOD-FMT and PBS-T group, one PmE-L–reactive clonotype (P_2G10) was found in two mice, but its mean frequency in NOD-FMT mice was over 600-fold higher than in PBS-T mice (**Supplementary Figures 2C–E**). 

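P_2G10 uses IGHV1-9 (chromosome 12 of GRCm38, minus strand, 114583569 to 114584002) and IGHJ2 with HCDR3 ARGGDYFDY. In the LG it was found in 3 NOD-FMT mice, 2 PBS-T mice and no BCR control mouse. NOD-FMT mouse 8 held 7320 of 92606 counts (7.90%, Wilson 95% interval 7.73% to 8.08%), NOD-FMT mouse 6 held 26 of 53623 (0.0485%, 0.0331% to 0.0710%) and NOD-FMT mouse 3 held 1 of 61561. PBS-T mouse 4 held 7 of 57709 counts (0.0121%, 0.00588% to 0.0250%) and PBS-T mouse 2 held 1 of 88241. In the 7 NOD-FMT and 7 PBS-T mice without it, a count of 0 allows shares of up to 0.00510% and 0.00748%. The mean was 0.795% ± 2.50 (SD, n = 10) in the NOD-FMT group and 0.00147% ± 0.00401 (SD, n = 9) in the PBS-T group, which is 540-fold lower. This difference was within the spread between mice (two-sided exact permutation test, p = 0.387), and the numbers of mice did not differ (Fisher's exact test, p = 1). Without NOD-FMT mouse 8, the NOD-FMT mean was 0.00557%, or 3.78-fold that of the PBS-T group. The PBS-T mean rested mostly on PBS-T mouse 4, and the fold would be larger without that mouse. Without the contamination filter, the clonotype was found in 5 NOD-FMT mice and the fold was 597 (exact permutation p = 0.293). The removal of sequences found in 2 or more mice left 2 mice of either group and a fold of 294 (exact permutation p = 0.526). Merged and other libraries were not compared for this clonotype, since it was found in 5 mice only.

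**Figure D3:**
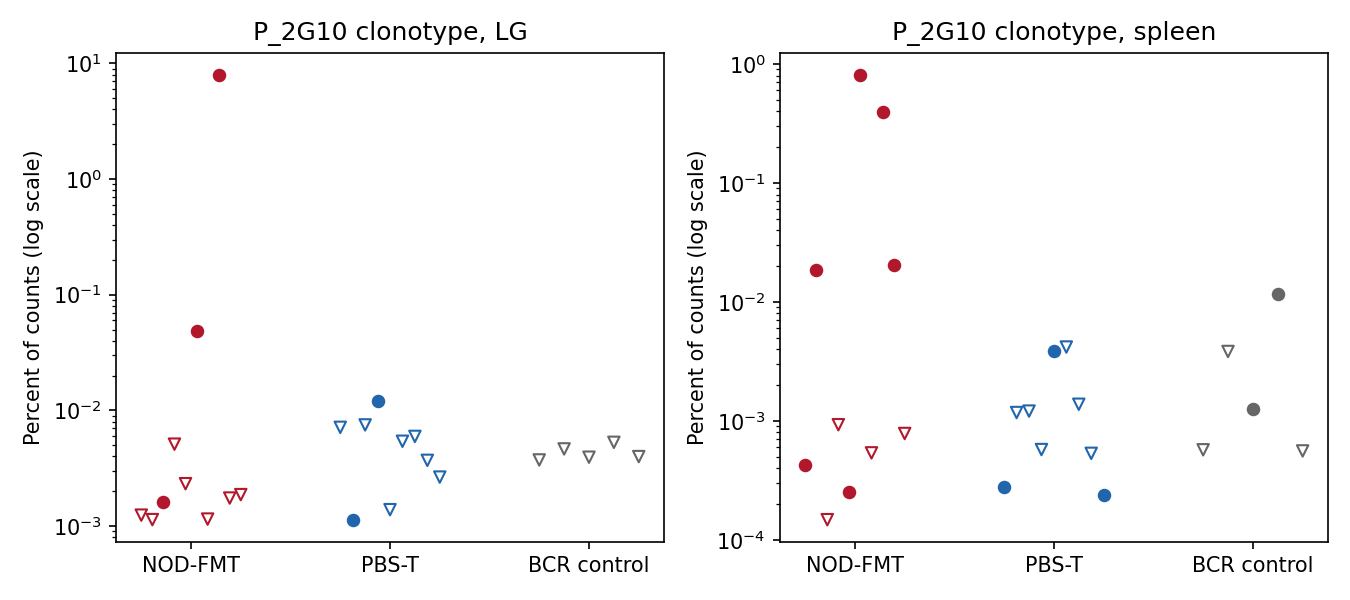
Share of P_2G10 in the counts of each mouse (percent, log axis) in the LG and the spleen of the 3 groups. Filled circles are mice that hold the clonotype, and open triangles mark the limit of 3 counts in mice without it. The highest LG share, 7.90%, belongs to NOD-FMT mouse 8.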

In the spleen BCR repertoire, the P_2G10 clonotype was found in 5, 3, and 2 mice in the NOD-FMT, PBS-T, and BCR control groups, respectively, and its mean frequency was likewise over 200- and 900- fold higher than in PBS-T and BCR control mice, respectively. 

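In the spleen, P_2G10 was found in 6 NOD-FMT mice, 3 PBS-T mice and 2 BCR control mice, with means of 0.124% ± 0.269 (SD, n = 10), 0.000487% ± 0.00127 (SD, n = 9) and 0.00257% ± 0.00507 (SD, n = 5). The NOD-FMT mean was 255-fold that of the PBS-T group and 48.3-fold that of the BCR control group. The difference from the PBS-T group was not past the threshold (two-sided exact permutation test, p = 0.0638, Fisher's exact test of the numbers of mice, p = 0.370). NOD-FMT mouse 6 held 1990 of 247149 counts (0.805%, Wilson 95% interval 0.771% to 0.841%) and NOD-FMT mouse 8 held 1643 of 412789 (0.398%, 0.379% to 0.418%). The other NOD-FMT mice held at most 133 counts, in NOD-FMT mouse 9. Without NOD-FMT mouse 6, the mean was 0.0486%, or 99.9-fold that of the PBS-T group. PBS-T mouse 5 held 14 of 362271 counts, and the remaining PBS-T holders had 1 count each. BCR control mouse 4 held 40 of 344953 counts (0.0116%), and BCR control mouse 3 held 5 of 393946 (0.00127%). The PBS-T and BCR control means thus rested mostly on PBS-T mouse 5 and BCR control mouse 4. Both folds would be larger without these mice. Removal of sequences found in 2 or more mice left 5, 3 and 2 mice and a fold of 348 over the PBS-T group (exact permutation p = 0.0784).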

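P_3D2 uses IGHV7-3 and IGHJ2 with HCDR3 ARQLGRGERDY. It was found in the spleen of NOD-FMT mouse 10, with 4 of 383084 counts (0.00104%, Wilson 95% interval 0.000406% to 0.00269%), and in no LG. At a count of 0, the 23 other spleens allow shares of 0.000148% to 0.00417%, which lie below the share measured in 16 of them and above it in 7, where its absence at this share is not established. A count of 0 allows at least 0.00113% in each LG library, so a share as in this spleen is not excluded in any of them.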

An additional PmE-L–reactive clonotype (P_3D2) was found in the spleen BCR repertoire of one mouse in the NOD-FMT group. 

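G_1H4 uses IGHV1-26 (chromosome 12 of GRCm38, minus strand, 114788372 to 114788805) and IGHJ2 with HCDR3 ARRGYDGYDY, and had 7 of 383084 counts (0.00183%) in the spleen of NOD-FMT mouse 10. G_1E3 and G_1A9 use IGHV1-53 (115158403 to 115158835) and IGHJ2, with HCDR3 ARLGGSSYYFDY and ARSGGYGNPFDY. G_1E3 had 17 of 323140 counts (0.00526%) in the spleen of NOD-FMT mouse 4 and 16 of 557578 (0.00287%) in that of NOD-FMT mouse 7. G_1A9 had 9 of 412789 counts (0.00218%) in the spleen of NOD-FMT mouse 8. None of the LG libraries held these clonotypes.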

Three mouse IgG–reactive clonotypes (G_1H4, G_1E3, and G_1A9) were detected in the spleen BCR repertoire of one, two, and one mice in the NOD-FMT group, respectively. Among these, only the G_1H4 clonotype was also detected in the spleen BCR repertoire of one mouse each in the PBS-T and BCR control groups. Together, these data suggest that stereotypic, autoantigen-reactive BCR clonotypes preferentially expand across NOD-FMT group mice, consistent with a convergent autoimmune B-cell response driven by dysbiotic microbiota transfer.

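G_1H4 had 1 of 522916 counts (0.000191%) in the spleen of PBS-T mouse 4 and 1 of 525303 (0.000190%) in that of BCR control mouse 1. G_1E3 and G_1A9 had a count of 0 in all 9 PBS-T and all 5 BCR control spleens, which allow shares of up to 0.00417% and 0.00383% in their shallowest libraries.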

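By the definition of stereotypic clonotypes used here, G_1E3 was stereotypic in the spleen, with 2 NOD-FMT mice and no other mouse. P_2G10 was not, since PBS-T and BCR control mice also held it. In the LG of NOD-FMT mice, P_2G10 had 225 distinct sequences, 0 of them unmutated, and 100% of its counts were IgA. In their spleens it had 499 distinct sequences, 9 of them unmutated, with 91.4% of its counts IgA and 7.43% IgM. From the frequencies of the antigen-reactive clonotypes across the groups, the paper proposes that stereotypic, autoantigen-reactive clonotypes expand preferentially across NOD-FMT mice and that the transferred microbiota drives a convergent autoimmune B-cell response.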

## 4 Discussion

Previous studies have reported that SjD patients exhibit gut dysbiosis (60–62). Moreover, the transfer and colonization of intestinal microbiota from SjD patients to germ-free mice exacerbated greater corneal barrier disruption after desiccating stress, compared to mice colonized with microbiota from healthy controls (26). The recipient also had decreased levels of CD4^+^ FOXP3^+^ Treg cells in the ocular draining cervical lymph nodes and spleen. To date, however, no study has explored the transplantation of gut microbiota from SjD mouse strain to immunocompetent B6 mice.

The NOD.B10.H2^b^ mouse is a congenic strain carrying the MHC H2^b^ haplotype from the C57BL/10 strain and it develops extensive lymphocytic infiltrates in the exocrine glands (63). Autoimmune dry eye disease spontaneously emerges in this strain by 12 weeks of age (64, 65), and it is therefore frequently used as an SjD animal model (66–69). In a prior study, we demonstrated that modulation of the gut microbiome by probiotics ameliorated disease severity in NOD.B10.H2^b^ mice (69). In the present study, we extended this approach by transferring gut microbiota of NOD.B10.H2^b^ mice to immunocompetent B6 mice, a strain closely related to the C57BL/10 strain (70). FMT is known to induce both local and systemic immune responses. For example, the microbiota of aged B6 mice – enriched with *Bifidobacteria*, *Eubacteria*, and *Akkermansia-*provoked inflammation in the retina and nervous systems after transfer to young mice, whereas FMT from young to aged B6 mice upregulated *Prevotella*, *Lachnospiraceae*, and *Faecalibaculum* populations, and reversed age-associated inflammation (71). Consistently, our study clearly demonstrated that FMT from NOD.B10.H2^b^ mice to B6 mice induced ocular surface inflammation, mirroring findings from human-to-mouse transfer of microbiota from SjD patients (26).

NEI score significantly increased after FMT in the NOD-FMT group, supporting the role of dysbiotic gut microbiota in promoting SjD–like ocular surface inflammation. Unexpectedly, the NEI score significantly decreased after PBS gavage in the PBS-T group (**Figure 2B**). According to previous studies (72, 73), repeated oral gavage may act as a mild procedural stressor in rodents and has been associated with transient stress-related physiological responses, including increased corticosterone levels. Such stress-related systemic immunomodulatory effects may have temporarily influenced ocular surface inflammatory homeostasis and contributed to the transient reduction in fluorescein staining scores observed after PBS gavage. However, ocular surface staining significantly worsened after FMT in NOD-FMT group, suggesting that the pathogenic effects induced by microbiota transfer from SjD–like donor mice outweighed the potential immunomodulatory effects associated with gavage-related stress. These findings further support the role of dysbiotic gut microbiota in promoting SjD–like ocular surface inflammation.

FMT also altered the gut microbiota composition in the NOD-FMT group. Notably, *Blautia* and *Escherichia-Shigella*, which were elevated in SjD patients, were enriched, while *Parasutterella*, previously associated with autoimmunity, was also increased (74).

Mucosal and systemic microbiota exposures are known to shape the B cell repertoire and to regulate inflammatory immune responses in mouse model (75, 76). Here, we examined how gut microbiota transfer from autoimmune dry eye mice to healthy recipient mice impacted the BCR repertoire. Despite the intrinsic diversity of murine BCR repertoires (77), we found that FMT induced a concerted immune response, marked by the emergence of highly stereotypic BCR clonotypes in both the LG and spleen of the NOD-FMT group.

These responses appear to have been triggered by specific antigens in the fecal microbiota of NOD.B10.H2^b^ mice, as the number of stereotypic BCR clonotypes was significantly higher in both the LG and spleen repertoires of the NOD-FMT group, compared to the PBS-T group. In addition, the average frequency of the stereotypic clonotypes in the LG and spleen of the NOD-FMT group was significantly higher than that of the total BCR clonotypes in the corresponding tissues. This pattern suggests clonal expansion of B cells encoding these stereotypic BCRs in both in the LG and spleen, indicating that the transferred microbiota shapes local as well as systemic humoral response.

Humoral immunity has long been implicated in SjD pathogenesis. For instance, immunization with the the Ro60-316–335 peptide in C3H/HeJ or C3H/HeN mice induced SjD-like features, including decreased tear secretion, lymphocyte infiltration into the LGs, antibody production, and elevated cytokine levels (78). Conversely, depletion of B cells with anti-CD20 monoclonal antibodies prevented disease development in C3H/HeN mice. Similarly, in the C57BL/6.NOD-Aec1Aec2 mouse model, B cells were essential for overt SjD-like disease, regardless of T cell infiltration to LGs (79, 80).

The microbiome has also been linked to autoantibody generation and SjD-like clinical features in multiple models. In our prior research, the immunization with *Prevotella melaninogenica* aquaporin-derived peptide induced anti-aquaporin 5 autoantibodies and reduced salivary flow (41). Repeated intraperitoneal injections of *E. coli* induced mononuclear cell infiltration in Harderian and submandibular salivary glands in female C57BL/6 mice (81). And the inflammation was adoptively transferable via splenocytes into immune-deficient Rag2 knockout mice and via CD4^+^ T cells into mature T cell-deficient TCRβ-TCRδ knockout mice. Mass spectrometry analysis identified outer membrane protein A (OmpA) as a key antigen, and repeated injections of recombinant OmpA recapitulated SjD-like features while inducing anti-SSA/Ro and SSB/La autoantibodies (81).

The expansion of stereotypic BCR clonotypes in the LG and spleen of the NOD-FMT group parallels clinical features of SjD patients, where expanded B cell clones dominate the labial salivary glands, with one or two prominent clones present in over 50% of micro-dissected samples (82). Similarly, expanded B−cell clones are found among PB CD21^-^/low B cells, and their somatic hypermutation lineage patterns suggest strong antigen−driven selection. The expanded clones have also been observed in microdissected labial salivary glands and, less frequently, in blood, consistent with bidirectional trafficking between inflamed tissues and the systemic circulation (83).

In an effort to find the FMT-induced autoantibodies, we selected two candidate self-associated antigens relevant to SjD mouse models, PmE-L and mouse IgG, and screened scFv phage display libraries generated from cDNA prepared from the spleens of NOD-FMT mice. This approach successfully identified stereotypic, autoantigen-reactive BCR clonotypes preferentially expand across NOD-FMT group. However, one limitation of our study is that the antigens recognized by majority of these stereotypic BCR clonotypes still remain unidentified. This is largely due to the lack of paired immunoglobulin sequences corresponding to the stereotypic BCR heavy chains. Single cell sequencing of LGs from NOD-FMT mice could address this. However, the abundance of plasma cells in murine LGs has been reported to be below 3% of the total cell population in an SjD model (84). With an average yield of 5, 000 cells per tissue, this translates to fewer than 150 plasma cells per sample, and practical recovery may even lower given the robust immunoglobulin mRNA output of plasma cells (85), which complicates reconstruction of natural heavy-light chain pairs. Future studies that recover paired heavy- and light-chain sequences from these rare plasma cells will therefore be needed to identify the cognate antigens of these stereotypic BCR clonotypes.

Identifying the antigens recognized by these stereotypic BCR clonotypes would provide critical insight into microbiome-driven autoantibody formation. Clinically, the mass spectrometry analysis of immune complexes isolated from the saliva of SjD (n = 9) or xerostomia (n = 7) patients revealed neutrophil defensin 1 (67%), small proline-rich protein 2D (67%), myeloperoxidase (44%), neutrophil elastase (44%), cathepsin G (33%), nuclear mitotic apparatus 1 (33%), and phosphatidylinositol 4-phosphate 3-kinase C2 domain-containing subunit gamma (33%) (86). Several of these antigens share sequence homology with oral microbiota proteins. Immune complex analysis from sera of SjD patients revealed limited overlap with saliva (less than 30%), suggesting predominant local complex formation. The presence of stereotypic autoantigens, their sequence similarity to microbial proteins, and their localization pattern are consistent with our finding that microbiota transfer drives the emergence and local evolution of stereotypic B cell clones.

Finally, as an exploratory, hypothesis-generating investigation, this study did not include *a priori* sample size calculation, as the effect sizes and variability required for such an estimate were not available beforehand; group sizes were instead guided by feasibility and the 3R principle of reduction (87, 88). The relatively small sample size may therefore have limited statistical power to detect more subtle biological and immunological effects, and the present findings should be considered preliminary. Larger, adequately powered studies — incorporating the variability estimates obtained here and functional validation of antigen specificity — will be needed to better characterize microbiota-driven ocular surface inflammation and B-cell responses in SjD.

Our study demonstrated that FMT from an autoimmune dry eye disease model mice induces SjD-like clinicopathological features in immunocompetent B6 mice. In the recipient of FMT, the intestinal microbiome was reshaped in a coordinated manner. Moreover, stereotypic BCR clonotypes emerged and expanded within LGs before ultimately establishing systemic representation.

## Data Availability

The microbiome datasets generated for this study can be found in the NCBI BioProject (accession number: PRJNA1099308; https://www.ncbi.nlm.nih.gov/bioproject/1099308) and the BCR gene sequence datasets in the NCBI GEO (accession number: GSE263577; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263577).

# Supplementary material for: Gut microbiota transfer from autoimmune dry eye mice imprints stereotypic B cell receptor repertoires in the lacrimal gland and induces disease
**Source:** Front Immunol. 2026 Jun 16;17:1827057. doi: 10.3389/fimmu.2026.1827057
**Supplement:** Supplementary file 1

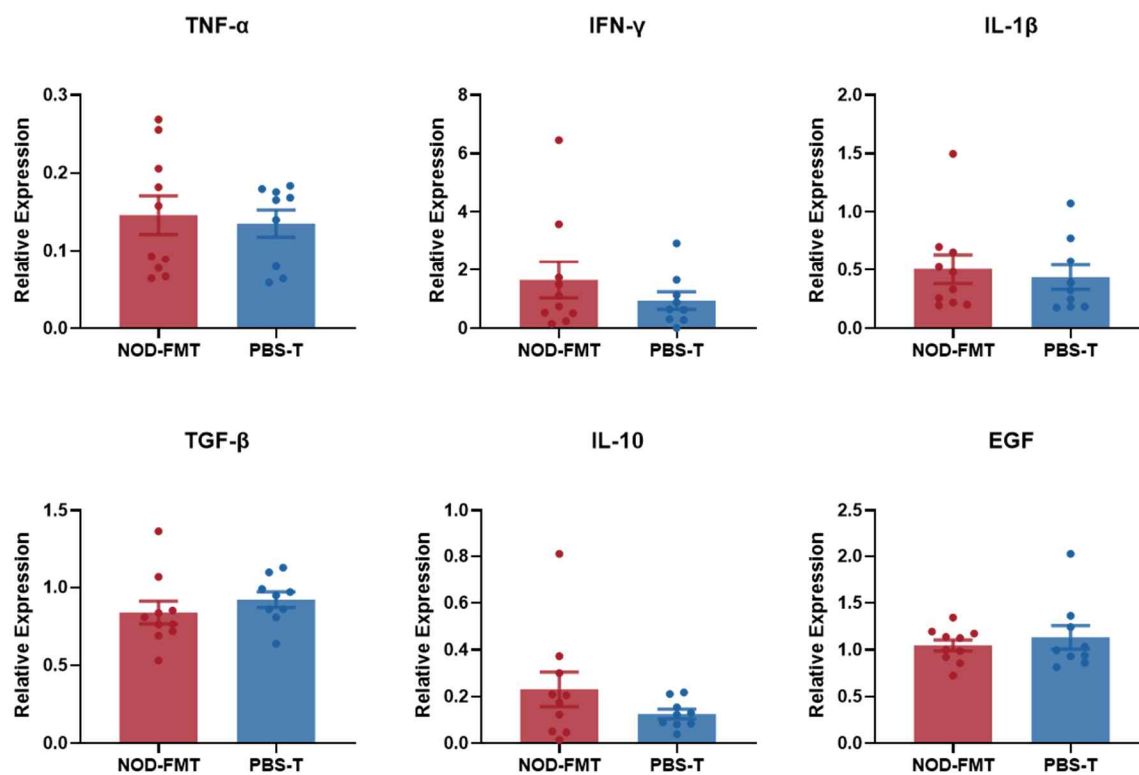

**Supplementary Figure 1. mRNA levels of TNF- $\alpha$ , IFN- $\gamma$ , IL-1 $\beta$ , TGF- $\beta$ , IL-10 and EGF determined by qRT-PCR**

# Supplementary material for: Gut microbiota transfer from autoimmune dry eye mice imprints stereotypic B cell receptor repertoires in the lacrimal gland and induces disease
**Source:** Front Immunol. 2026 Jun 16;17:1827057. doi: 10.3389/fimmu.2026.1827057
**Supplement:** Supplementary file 2

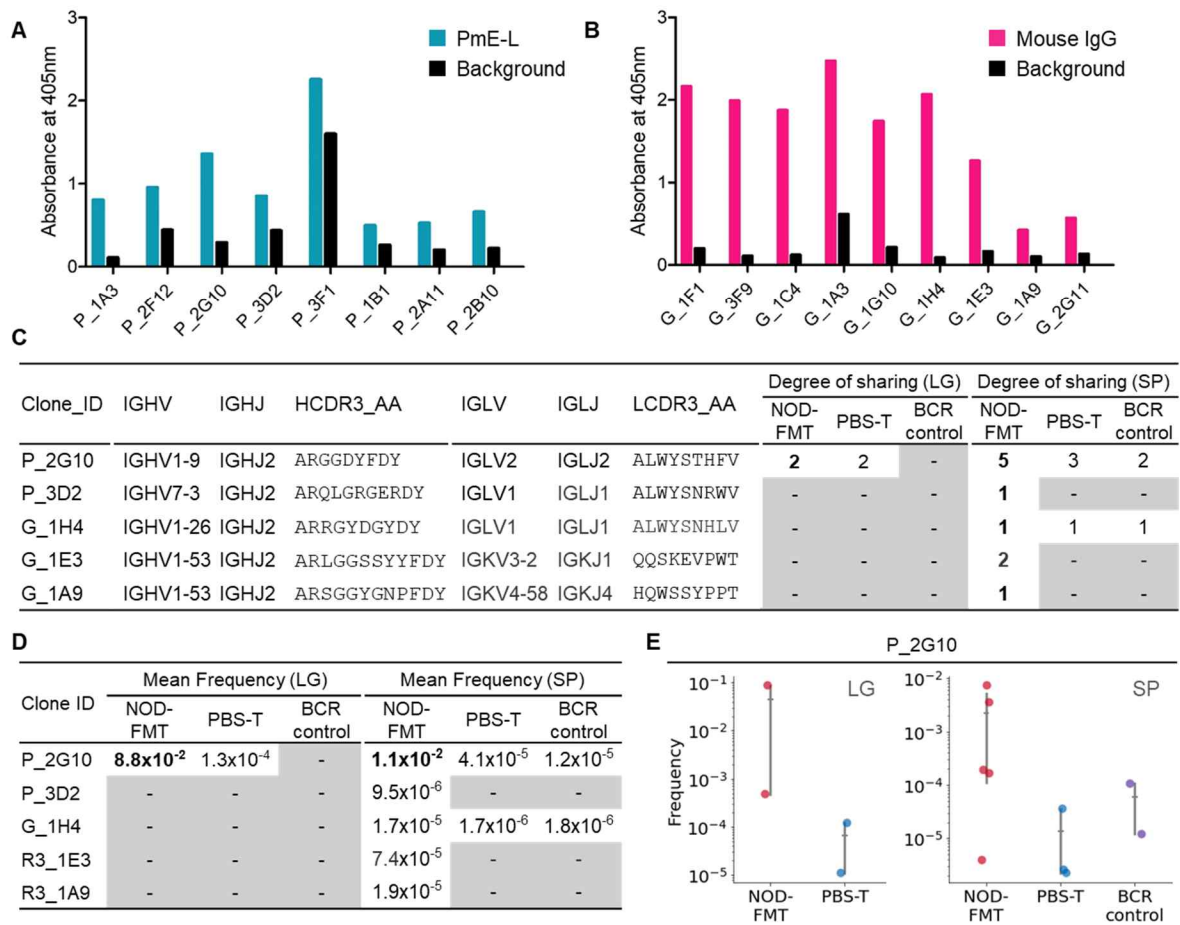

**Supplementary Figure 2. Characteristics of NOD-FMT-induced autoreactive BCR clonotypes.** (A, B) ELISA screening of PmE-L-reactive (A) and mouse IgG-reactive (B) clones from an scFv phage display library constructed using cDNA prepared from spleen samples of NOD-FMT mice. Bacterial periplasmic extracts were prepared from individual *E. coli* clones and incubated in antigen-coated wells. The amount of bound antibodies was determined using horseradish peroxidase (HRP)-conjugated anti-HA antibody and ABTS substrate. Background signals were measured from BSA-blocked wells without antigen coating. Bars represent absorbance values for individual clones. (C) Stereotypic PmE-L- and mouse IgG-reactive BCR clonotypes shared between scFv clones and the endogenous lacrimal gland (LG) and spleen (SP) BCR repertoires of NOD-FMT, PBS-T, and BCR control group mice, with their encoding V/J genes and CDR3 sequences. (D) Mean frequencies of stereotypic clonotypes in LG and SP BCR repertoires. (E) Frequency distribution of the P\_2G10 clonotype among NOD-FMT, PBS-T, and BCR control group mice. Each dot represents clonotype frequency in an individual mouse from LG or spleen repertoires.

# Supplementary material for: Gut microbiota transfer from autoimmune dry eye mice imprints stereotypic B cell receptor repertoires in the lacrimal gland and induces disease
**Source:** Front Immunol. 2026 Jun 16;17:1827057. doi: 10.3389/fimmu.2026.1827057
**Supplement:** Supplementary file 3

Supplementary Material

**Supplementary Table 1. BCR heavy chain gene-specific primers for NGS analysis**

| **VH** | **Sequence (5’ to 3’)** |
| --- | --- |
| mnphf1 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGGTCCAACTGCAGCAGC |
| mnphf2 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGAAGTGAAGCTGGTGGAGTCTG |
| mnphf3 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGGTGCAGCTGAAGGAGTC |
| mnphf4 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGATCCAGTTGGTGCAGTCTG |
| mnphf5 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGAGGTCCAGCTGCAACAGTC |
| mnphf6 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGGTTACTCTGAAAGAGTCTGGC |
| mnphf7 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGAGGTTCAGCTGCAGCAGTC |
| mnphf8 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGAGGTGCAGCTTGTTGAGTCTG |
| mnphf9 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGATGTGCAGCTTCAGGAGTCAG |
| mnphf10 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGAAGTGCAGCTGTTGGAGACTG |
| mnphf11 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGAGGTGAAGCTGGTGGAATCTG |
| mnphf12 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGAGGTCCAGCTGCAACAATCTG |
| mnphf13 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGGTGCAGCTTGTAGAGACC |
| mnphf14 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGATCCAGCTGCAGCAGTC |
| mnphf15 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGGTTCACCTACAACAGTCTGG |
| mnphf16 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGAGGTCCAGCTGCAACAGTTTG |
| mnphf17 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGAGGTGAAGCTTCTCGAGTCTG |
| mnphf18 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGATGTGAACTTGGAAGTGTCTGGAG |
| mnphf19 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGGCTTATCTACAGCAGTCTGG |
| mnphf20 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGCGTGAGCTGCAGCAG |
| mnphf21 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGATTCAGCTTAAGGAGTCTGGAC |
| mnphf22 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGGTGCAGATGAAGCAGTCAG |
| mnphf23 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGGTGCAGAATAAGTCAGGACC |
| mnphf24 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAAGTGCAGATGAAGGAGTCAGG |
| mnphf25 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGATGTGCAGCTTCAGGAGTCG |
| mnphf26 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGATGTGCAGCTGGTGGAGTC |
| mnphf27 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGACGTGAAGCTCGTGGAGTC |
| mnphf28 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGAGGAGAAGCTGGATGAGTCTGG |
| mnphf29 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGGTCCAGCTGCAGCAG |
| mnphf30 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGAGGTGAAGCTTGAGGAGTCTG |
| mnphf31 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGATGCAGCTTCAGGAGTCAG |
| mnphf32 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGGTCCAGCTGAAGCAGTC |
| mnphf33 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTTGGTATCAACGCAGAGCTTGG |
| mnphf34 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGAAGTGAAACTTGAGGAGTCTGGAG |
| mnphf35 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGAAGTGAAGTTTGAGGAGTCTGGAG |
| **CH1** | **Sequence (5’ to 3’)** |
| mnhr1_m | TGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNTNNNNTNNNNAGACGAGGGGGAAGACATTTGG |
| mnhr2_d | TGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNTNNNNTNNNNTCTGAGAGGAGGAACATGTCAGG |
| mnhr3_g | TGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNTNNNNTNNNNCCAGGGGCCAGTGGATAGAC |
| mnhr4_g | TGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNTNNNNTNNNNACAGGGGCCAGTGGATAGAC |
| mnhr5_g | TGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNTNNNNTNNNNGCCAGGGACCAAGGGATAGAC |
| mnhr6_a | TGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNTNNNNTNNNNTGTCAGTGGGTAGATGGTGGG |
| mnhr7_e | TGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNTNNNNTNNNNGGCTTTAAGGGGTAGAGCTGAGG |
| **Indexing** | **Sequence (5’ to 3’)** |
| IA5_AMP | AATGATACGGCGACCACCGAGATCTACAC[i5 index]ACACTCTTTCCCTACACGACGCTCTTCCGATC |
| IA7_AMP | CAAGCAGAAGACGGCATACGAGAT[i7 index]GTGACTGGAGTTCAGACGTGTGCTCTTCCG |

**Supplementary Table 2. Statistics for the taxa with LFC scores >2**

| **Taxa** | **LFC** | **p-value** | **q-value** |
| --- | --- | --- | --- |
| *Uncultured_order_Rhodospirillales* | 6.7610 | 2.49E-20 | 2.17E-18 |
| *Blautia* | 6.2741 | 7.98E-14 | 6.07E-12 |
| *Alloprevotella* | 5.3523 | 2.03E-18 | 1.69E-16 |
| *Parasutterella* | 5.3060 | 7.11E-101 | 6.83E-99 |
| *Tannerellaceae* | 4.9381 | 3.78E-19 | 3.25E-17 |
| *Desulfovibrio* | 4.1884 | 1.57E-17 | 1.27E-15 |
| *Helicobacter* | 3.9507 | 2.19E-16 | 1.69E-14 |
| *Escherichia-Shigella* | 3.9073 | 5.81E-05 | 3.43E-03 |
| *Lactobacillus* | 2.7182 | 4.11E-09 | 2.80E-07 |
| *Unclassified_family_Prevotellaceae* | 2.4778 | 3.39E-03 | 1.43E-01 |
| *Unclassified_order_Enterobacterales* | 2.4514 | 8.45E-04 | 4.31E-02 |
| *Rikenella* | 2.3171 | 6.11E-17 | 4.83E-15 |
| *Enterococcus* | 2.2983 | 3.75E-03 | 1.54E-01 |

**Supplementary Table 3. Statistics for the processing of the lacrimal gland IGH NGS data in NOD-FMT, PBS-T, and BCR control groups.**

| **Sample** | **Organ** | **Raw reads** | **Unique consensus sequence reads** | **Unique consensus sequence reads after contamination elimination** | **Clonotypes** |
| --- | --- | --- | --- | --- | --- |
| NOD-FMT1 | Lacrimal gland | 4,865,268 | 243,954 | 243,863 | 1,946 |
| NOD-FMT2 | Lacrimal gland | 2,346,953 | 264,744 | 264,692 | 1,672 |
| NOD-FMT3 | Lacrimal gland | 6,083,941 | 62,433 | 62,316 | 702 |
| NOD-FMT4 | Lacrimal gland | 5,841,778 | 61,479 | 61,344 | 770 |
| NOD-FMT5 | Lacrimal gland | 1,583,739 | 154,470 | 154,456 | 732 |
| NOD-FMT6 | Lacrimal gland | 4,542,199 | 54,009 | 53,757 | 814 |
| NOD-FMT7 | Lacrimal gland | 4,814,990 | 341,412 | 341,343 | 2,489 |
| NOD-FMT8 | Lacrimal gland | 4,023,242 | 97,080 | 97,052 | 708 |
| NOD-FMT9 | Lacrimal gland | 2,314,443 | 173,863 | 173,797 | 1,259 |
| NOD-FMT10 | Lacrimal gland | 2,206,919 | 175,280 | 175,238 | 1,157 |
| PBS-T1 | Lacrimal gland | 3,056,835 | 42,241 | 42,097 | 807 |
| PBS-T2 | Lacrimal gland | 2,668,168 | 90,238 | 90,197 | 553 |
| PBS-T3 | Lacrimal gland | 3,538,196 | 40,513 | 40,419 | 812 |
| PBS-T4 | Lacrimal gland | 2,246,717 | 57,793 | 57,776 | 619 |
| PBS-T5 | Lacrimal gland | 5,626,990 | 360,216 | 360,072 | 17,186 |
| PBS-T6 | Lacrimal gland | 3,273,104 | 56,812 | 56,726 | 649 |
| PBS-T7 | Lacrimal gland | 2,950,861 | 50,972 | 50,473 | 447 |
| PBS-T8 | Lacrimal gland | 2,787,600 | 81,331 | 81,136 | 679 |
| PBS-T9 | Lacrimal gland | 2,499,731 | 113,692 | 113,543 | 939 |
| BCR control 1 | Lacrimal gland | 3,162,240 | 80,834 | 80,510 | 818 |
| BCR control 2 | Lacrimal gland | 3,218,558 | 64,963 | 61,573 | 594 |
| BCR control 3 | Lacrimal gland | 2,720,763 | 77,100 | 76,494 | 909 |
| BCR control 4 | Lacrimal gland | 6,077,877 | 57,398 | 56,884 | 854 |
| BCR control 5 | Lacrimal gland | 2,299,433 | 75,590 | 75,290 | 781 |

**Supplementary Table 4. Statistics for the processing of the spleen IGH NGS data in NOD-FMT, PBS-T, and BCR control groups.**

| **Sample** | **Organ** | **Raw reads** | **Unique consensus sequence reads** | **Unique consensus sequence reads after contamination elimination** | **Clonotypes** |
| --- | --- | --- | --- | --- | --- |
| NOD-FMT1 | Spleen | 6,560,986 | 512,399 | 495,663 | 184,443 |
| NOD-FMT2 | Spleen | 5,023,465 | 168,907 | 162,996 | 66,217 |
| NOD-FMT3 | Spleen | 33,194,276 | 2,302,185 | 2,280,764 | 586,356 |
| NOD-FMT4 | Spleen | 3,862,004 | 358,350 | 345,811 | 122,078 |
| NOD-FMT5 | Spleen | 4,644,796 | 447,466 | 438,384 | 122,735 |
| NOD-FMT6 | Spleen | 2,103,631 | 269,360 | 261,669 | 77,024 |
| NOD-FMT7 | Spleen | 9,621,912 | 593,110 | 583,413 | 158,723 |
| NOD-FMT8 | Spleen | 6,586,581 | 462,252 | 448,566 | 135,626 |
| NOD-FMT9 | Spleen | 7,191,385 | 694,861 | 680,374 | 179,616 |
| NOD-FMT10 | Spleen | 7,109,060 | 421,938 | 409,684 | 145,558 |
| PBS-T1 | Spleen | 4,109,406 | 389,289 | 379,717 | 102,983 |
| PBS-T2 | Spleen | 3,396,450 | 270,480 | 264,045 | 58,537 |
| PBS-T3 | Spleen | 4,258,139 | 281,952 | 274,147 | 103,991 |
| PBS-T4 | Spleen | 8,459,727 | 575,391 | 559,050 | 195,924 |
| PBS-T5 | Spleen | 3,433,385 | 390,247 | 381,045 | 128,217 |
| PBS-T6 | Spleen | 3,674,747 | 215,159 | 213,063 | 22,478 |
| PBS-T7 | Spleen | 5,800,271 | 237,050 | 231,280 | 94,006 |
| PBS-T8 | Spleen | 8,944,910 | 591,813 | 582,840 | 123,303 |
| PBS-T9 | Spleen | 6,351,394 | 447,785 | 437,700 | 96,006 |
| BCR control 1 | Spleen | 8,950,950 | 570,376 | 553,094 | 186,977 |
| BCR control 2 | Spleen | 2,870,651 | 86,717 | 83,079 | 40,240 |
| BCR control 3 | Spleen | 6,132,458 | 417,470 | 406,147 | 133,900 |
| BCR control 4 | Spleen | 3,879,320 | 377,894 | 369,647 | 142,294 |
| BCR control 5 | Spleen | 6,826,603 | 584,159 | 575,030 | 183,895 |

**Supplementary Table 5. P-values from Mann-Whitney tests on the degree of sharing of stereotypic clonotypes for each group**

| **Group** | **Organ** | **p-value** |
| --- | --- | --- |
| NOD-FMT vs PBS-T | Lacrimal gland | <0.0001  (5.07e-6) |
|  | Spleen | <0.0001  (2.19e-37) |

**Supplementary Table 6. Statistical analysis on the frequency of all clonotypes and stereotypic clonotypes**

| **Group** | **Organ** | **All** | | **Stereotypic** | | **p-value** | **Top %** |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Freq avg** | **Freq std** | **Freq avg** | **Freq std** |  |  |
| NOD-FMT | Lacrimal gland | 8.05e-4 | 5.97e-3 | 4.78e-3 | 2.22e-2 | <0.0001 | 3.28% |
| PBS-T |  | 3.63e-4 | 4.44e-3 | 2.66e-3 | 1.80e-3 | <0.0001 | 2.08% |
| NOD-FMT | Spleen | 4.69e-6 | 1.11e-4 | 1.52e-5 | 1.31e-4 | <0.0001 | 2.56% |
| PBS-T |  | 8.48e-6 | 8.76e-4 | 2.74e-5 | 3.29e-4 | <0.0001 | 2.36% |

**Supplementary Table 7. Statistical analysis for the number of germline-containing clonotypes among lacrimal gland stereotypic clonotypes**

| **Group** | **Number of lacrimal gland**  **stereotypic clonotypes** | | **p-value** | **Cramer’s V** |
| --- | --- | --- | --- | --- |
|  | **Without germline  (SHM=0) sequences** | **With germline  (SHM=0) sequences** |  |  |
| NOD-FMT | 30 | 157 | 3.94e-6 | 0.25 |
| PBS-T | 57 | 89 |  |  |

**Supplementary Table 8. Statistical analysis for the number of germline-containing clonotypes among spleen stereotypic clonotypes**

| **Group** | **Number of spleen**  **stereotypic clonotypes** | | **p-value** | **Cramer’s V** |
| --- | --- | --- | --- | --- |
|  | **Without germline  (SHM=0) sequences** | **With germline  (SHM=0) sequences** |  |  |
| NOD-FMT | 173 | 33,567 | 0.708 | 0.002 |
| PBS-T | 50 | 9,014 |  |  |

**Supplementary Table 9. Statistical analysis for the number of lacrimal gland stereotypic clonotypes found in spleen**

| **Group** | **Number of lacrimal gland**  **stereotypic clonotypes** | | **p-value** | **Cramer’s V** |
| --- | --- | --- | --- | --- |
|  | **Without germline  (SHM=0) sequences** | **With germline  (SHM=0) sequences** |  |  |
| NOD-FMT | 123 | 64 | < 0.0001  (2.08e-13) | 0.402 |
| PBS-T | 36 | 110 |  |  |

**Supplementary Table 10. Statistical analysis for the number of spleen stereotypic clonotypes found in lacrimal gland**

| **Group** | **Number of spleen**  **stereotypic clonotypes** | | **p-value** | **Cramer’s V** |
| --- | --- | --- | --- | --- |
|  | **Found in**  **lacrimal gland** | **Not found in lacrimal gland** |  |  |
| NOD-FMT | 284 | 34,740 | 0.121 | 0.007 |
| PBS-T | 90 | 9,064 |  |  |

**Supplementary Table 11. Statistics for the processing of the PB IGH NGS data in NOD-FMT, PBS-T, and BCR control groups.**

| **Sample** | **Organ** | **Raw reads** | **Unique consensus sequence reads** | **Unique consensus sequence reads after contamination elimination** | **Clonotypes** |
| --- | --- | --- | --- | --- | --- |
| NOD-FMT | PB | 2,395,222 | 251,200 | 246,351 | 202,436 |
| PBS-T | PB | 2,255,563 | 200,819 | 196,363 | 168,763 |

**Supplementary Table 12. Number of LG stereotypic BCR clonotypes found in the pooled PB**

| **Group** | **Degree of sharing** | | | | | | | | | **Total** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **2** | **3** | **4** | **5** | **6** | **7** | **8** | **9** | **10** |  |
| NOD-FMT | 34/153  (22.2%) | 14/27  (51.6%) | 1/3  (33.3%) | 3/3  (100%) | - | - | - | 1/1  (100%) | - | 53/187 (28.3 %) |
| PBS-T | 25/142 (17.6%) | 2/4 (50.0 %) | - | - | - | - | - | - | **-** | 27/146 (18.5 %) |

**Supplementary Table 13. Statistical analysis for the number of lacrimal gland stereotypic clonotypes found in PB**

| **Group** | **Number of lacrimal gland**  **stereotypic clonotypes** | | **p-value** | **Cramer’s V** |
| --- | --- | --- | --- | --- |
|  | **Found in**  **PB** | **Not found in**  **PB** |  |  |
| NOD-FMT | 53 | 134 | 0.050 | 0.107 |
| PBS-T | 27 | 119 |  |  |

**Supplementary Table 14. Number of spleen stereotypic BCR clonotypes found in the pooled PB**

| **Group** | **Degree of sharing** | | | | | | | | | **Total** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **2** | **3** | **4** | **5** | **6** | **7** | **8** | **9** | **10** |  |
| NOD-FMT | 1773/30279  (5.9%) | 300/2922  (10.3%) | 72/415  (17.3%) | 23/82  (28.0%) | 14/29  (48.3%) | 4/6  (66.7%) | 5/5  (100%) | 1/1  (100%) | 1/1  (100%) | 2193/33740  (6.5%) |
| PBS-T | 468/8527  (5.5%) | 47/496  (9.5%) | 8/39  (20.5%) | 1/2  (50%) | - | - | - | - | - | 524/9064  (5.8%) |

**Supplementary Table 15. Statistical analysis for the number of spleen stereotypic clonotypes found in PB**

| **Group** | **Number of spleen**  **stereotypic clonotypes** | | **p-value** | **Cramer’s V** |
| --- | --- | --- | --- | --- |
|  | **Found in**  **PB** | **Not found in PB** |  |  |
| NOD-FMT | 2,193 | 32,547 | 0.065 | 0.009 |
| PBS-T | 524 | 8,540 |  |  |

**Supplementary Table 16. Primers for scFv phage display library construction**

How the deposited data were processed for this re-analysis (not part of the article)

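The material was BCR heavy-chain libraries of the LG and the spleen of 10 NOD-FMT, 9 PBS-T and 5 BCR control mice, 24 libraries per tissue, sequenced on an Illumina NovaSeq. The authors merged paired reads with PEAR v0.9.10, kept reads with a Phred score of 20 or higher in over 95% of bases, and clustered them by UMI with Clustal Omega v1.2.4 without singletons to obtain consensus sequences. They took isotypes from IMGT constant genes and V(D)J genes from IgBLAST v1.17.1, and kept productive sequences. The deposited values are counts of consensus sequences per unique sequence, with the fraction of the library that each makes up and the number of mismatches to the germline IGHV gene. They had not been normalized, and the totals, 2878417 counts for the LG and 11666610 for the spleen, equal those that the paper gives before its contamination filter. Every deposited column used had a stated meaning, and the germline reference release is not named in the paper's text.

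Identical nucleotide sequences found in 3 or more mice of a tissue, the BCR control mice included, were removed. Clonotypes were then formed from the IGHV gene, the IGHJ gene and the HCDR3 amino acid sequence. Counts after this filter ranged from 40105 to 264365 per LG library and from 71859 to 2032338 per spleen library, and they bear all frequencies. A clonotype was stereotypic when at least 2 mice of a group held it and no mouse of the other group and no BCR control mouse held it in the same tissue. Cosine similarity was computed on presence and absence. Shares of counts in single mice carry Wilson intervals at 95%, and a count of 0 is given with a limit of 3 counts of the total, both for counting error only. Gene positions are those of GRCm38 in GENCODE M21, matched by gene symbol. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, numba 0.67.0 and Matplotlib 3.10.9 were used.

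The mouse was the unit of every group comparison. NOD-FMT and PBS-T mice were compared by enumeration of all 92378 splits of the 19 mice into 10 and 9, two-sided, at a threshold of 0.05. Frequencies of stereotypic and all clonotypes were compared within mice by exact sign-flip permutation, where the smallest p is 0.00195 for 10 mice and 0.0039 for 9. The Mann-Whitney, chi-square and Fisher's exact tests over pairs or clonotypes were run beside them, since the paper's statistics section names the former pair. Isotype shares and mutations were compared over 18 tests with Benjamini-Hochberg adjustment.

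The counting of shared clonotypes and its tests were tested on simulated data. The counts equalled a direct count in 40 of 40 simulated sets. With nothing planted, p was under 0.05 in 2 of 100 sets for the ratio, in 2 for the difference and in 3 for the germline-containing share. With 120 and 40 clonotypes planted in 19 mice, the ratio found the excess in 0 of 20 sets and the difference in 20 of 20, and with 200 and 20 planted both found it in 20 of 20. The difference was added as a second statistic for that reason. A planted difference in germline-containing share was found in 11 of 20 and 18 of 20 sets. The simulated mice had repertoires of nearly equal size, unlike the real libraries. These rates therefore need not hold where single mice have far larger repertoires.

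The alternatives tried were no contamination filter and a stricter one, clonotypes by HCDR3 nucleotides or by HCDR3 amino acids alone, minimum counts of 2 and 5, and thinning of every library to the lowest number of counts (40105 in the LG, 71859 in the spleen) or of clonotypes (560 and 23002), as the mean of 10 draws. Further alternatives were no exclusion of clonotypes held by other groups, exclusion in either tissue, the Jaccard index and other measures of similarity, other averages of the frequency, other definitions of a germline-containing or shared clonotype, the tests over clonotypes, a block by replicate number, the merged and the other LG libraries apart, and each mouse left out in turn. Added later were a filter that keeps a shared sequence in the mouse with its highest count, the difference of the numbers of clonotypes, thinning of the spleens alone, and the stricter filter for P_2G10.

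The clonotypes named are the 5 of Supplementary Figure 2C, every stereotypic clonotype in the LG of 5 or more mice of a group, and every stereotypic clonotype in the spleen of 8 or more, a rule set in advance. Their sequences were read from the figure. The PB libraries, the 16S data and the clinical measurements were not analysed here.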

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

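In this part, the tests of sequencing depth for the number of clonotypes in the spleen of NOD-FMT mouse 3 of a single sequence in the spleen of PBS-T mouse 6, of the LG of PBS-T mouse 3 for IgG1, and of each mouse left out in turn were chosen only after the result was seen. A sample was singled out when it lay far from the rest of its group by Dixon's criterion at the 95% level. This was applied to 36 sets of values, each a measure in a group and tissue, and was passed 10 times, where chance passes about 1 in 20 groups.

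The LG of PBS-T mouse 5 lay far above the other PBS-T mice, with 360216 counts against at most 113692, and with 17213 clonotypes against at most 976. A deeper library was argued against, since 7242.2 clonotypes remained after thinning to the lowest count, where the other PBS-T LG kept 433.9 to 866. Carry-over from a spleen library was argued against as well: 0.417% of its sequences occurred in its own spleen, the spleen that shared most with it, while the other PBS-T LG shared 8.36% to 24.5% with a spleen. Lymphoid tissue or blood with naive B cells was argued against by the share of its clonotypes with an unmutated IgM or IgD sequence, 7.17%, which lay inside the range of the other PBS-T LG, 4.93% to 35.5%. What set this LG apart stays open, and no biological explanation was tested, because the design gives none for a single mouse. Several LG comparisons of the groups depend on this mouse.

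The spleen of NOD-FMT mouse 3 had 2302185 counts against at most 694861 in the other NOD-FMT mice, 593820 clonotypes against at most 190228, and a mean similarity to its group of 0.0228 against at most 0.0182. The larger library may account for the latter differences. After thinning to the lowest count it held 32520.6 clonotypes, inside the range of 27799.9 to 37224.2 of the others, and its mean similarity was 0.00958, inside the range of 0.00868 to 0.0111. Why the library itself was larger was not tested, and no biological explanation was tested.

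In the spleen of PBS-T mouse 6, the most abundant clonotype made up 40.0% of the counts, against at most 4.51% in the other PBS-T spleens. In the spleen of NOD-FMT mouse 8 it made up 8.84%, against at most 4.71%. A single sequence counted many times is a candidate explanation in both. The most abundant nucleotide sequence carried 83.7% of the counts of the former clonotype and 85.5% of the latter, beside 1068 and 1187 distinct sequences in all. The former was 97.5% IgM and made up 2.24% of the counts of the LG of the same mouse, and the latter was 54.6% IgA and made up 0.00864% there. An expanded clone and an overcounted sequence would both show such shares, so they cannot be told apart from these values. In the spleen of PBS-T mouse 6, the share of 40.0% is 28764 of the 71859 counts left after the contamination filter. The filter had taken 143300 of its 215159 counts, and whether this loss raised the share was not tested. No biological explanation was tested, since the design gives none for a single mouse.

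The spleen of BCR control mouse 2 was the least similar to its group, with a mean cosine similarity of 0.0128 against at least 0.0157, and the most mutated. Of its sequences, 57.3% were unmutated against at least 71.1% in the other BCR control spleens, with 1.99 mutations per sequence against at most 1.17. Its smaller library is a candidate explanation of the lower similarity, which was 0.00959 after thinning to the lowest count, where the others had 0.00873 to 0.00920. A few clonotypes with many mutated variants were argued against as the cause of the mutations, since 66.3% of its clonotypes had an unmutated most abundant sequence, against 82.5% to 86.0% in the others. The cause of the higher mutation load stays open, and no biological explanation was tested.

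Stereotypic LG clonotypes exceeded all clonotypes in frequency by more in NOD-FMT mice than in PBS-T mice, with mean log2 ratios of 1.94 and 0.76 and a difference of 1.18 (exact permutation p = 0.0341). The difference was 1.39 among the merged libraries (exact permutation p = 0.0190) and 0.65 among the others (exact permutation p = 0.476). The LG of PBS-T mouse 5 may account for part of it, since without this mouse the difference was 0.69 (exact permutation p = 0.230). It was 2.03 without PBS-T mouse 3 (exact permutation p = 0.0102), and it left the threshold in 7 of the 19 cases with a mouse left out, those of NOD-FMT mice 2, 3, 4, 6 and 8 and PBS-T mice 5 and 7. The transferred microbiota remains a biological candidate that these values do not separate from the influence of single mice.

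IgG1, which the paper does not report, made up 0.0848% of LG counts in NOD-FMT mice and 1.88% in PBS-T mice, against 0.117% in BCR control mice. The difference was -1.80 percentage points (exact permutation p = 0.000563, adjusted p = 0.0101 over 18 tests), and 9 of 9 PBS-T mice were above the NOD-FMT median and 7 of 9 above every NOD-FMT mouse. It was -3.49 points among the merged libraries (exact permutation p = 0.00952) and -0.457 points among the others (exact permutation p = 0.0635), where it was -0.208 without PBS-T mouse 4 (exact permutation p = 0.114) and -0.478 without NOD-FMT mouse 5 (exact permutation p = 0.0357). A few expanded clonotypes were argued against, since the share of clonotypes that hold IgG1 also differed, by -1.84 points (exact permutation p = 0.00747). The LG of PBS-T mouse 5 was argued against too, with -2.02 points without it (exact permutation p = 0.000274). The LG of PBS-T mouse 3, with 10.5% IgG1, may account for most of the size of the difference, which was -0.713 points without it, and -1.17 points among the merged libraries (exact permutation p = 0.0238). Its direction and its place past the threshold did not rest on this mouse (exact permutation p = 0.00119, adjusted p = 0.0214), nor on any other of the 19 left out in turn. A difference brought about by the treatments stays open as a hypothesis, found and tested on the same data, and differences in tissue sampling between mice were not tested.

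IgG3, also not reported by the paper, made up 2.75% of spleen counts in NOD-FMT mice and 1.15% in PBS-T mice, against 0.876% in BCR control mice. The difference was 1.61 percentage points (exact permutation p = 0.00249, adjusted p = 0.0224 over 18 tests), and 9 of 10 NOD-FMT mice were above the PBS-T median. With each of the 19 mice left out in turn it ranged from 1.30 to 1.88 points, past the threshold in each case. A few expanded clonotypes could produce it, and the test does not decide: the share of clonotypes that hold IgG3 differed by 0.171 points (exact permutation p = 0.147), and by 0.219 points without NOD-FMT mouse 8 (exact permutation p = 0.0477). Expansion of few clonotypes and a broader switch to IgG3 after FMT cannot be told apart, because the clonotype shares of the groups overlap.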

How the results depend on the processing

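The main settings, the comparisons and most alternatives were set before the data were examined. The filter that keeps a shared sequence only in the mouse with its highest count, the permutations of the difference of the numbers, the thinning of the spleens alone and the stricter filter for P_2G10 were tests chosen only after results were seen. Differences are NOD-FMT minus PBS-T unless stated, p values are from exact permutation tests over mice unless stated, and the cause was not tested for any change below unless one is given.

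The spleen ratio of stereotypic clonotypes stayed above 1 and on its side of the threshold under all 12 alternatives, from 1.12 to 4.08, but with equal numbers of clonotypes, at 1.12, it lay below the 1.25 that the numbers of pairs give. With the difference of the numbers permuted instead, the spleen passed the threshold with at least 2 counts (p = 0.0262) and at least 5 counts (p = 0.0139), and the LG with at least 5 counts (p = 0.00234). The P_2G10 difference kept its direction and stayed on its side of the threshold, which it did not pass, under the 2 alternatives tried in the LG (p = 0.293 and 0.526) and in the spleen (p = 0.0638 and 0.0784). The LG frequency ratio of NOD-FMT mice kept both in 13 of 15 alternatives and that of the spleen in 11 of 13. The LG share found in the spleen kept both in 16 of 18, and the germline-containing LG share in 13 of 16, with a range of 2.81 to 38.2 points. The spleen number of clonotypes kept both in 8 of 9, and the spleen similarity of NOD-FMT over cross-group pairs in 9 of 13. The LG share in 3 or more mice kept both in 7 of 14 and lost the threshold in 7. It ranged from 4.72 to 31.8 points, the highest with at least 5 counts. That of the spleen kept both in 8 of 12, with a range of -0.372 to 9.37 points.

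Under the stricter contamination filter, the LG cosine difference within NOD-FMT over within PBS-T was 0.00171 and thus reversed, the LG ratio of stereotypic clonotypes reversed to 1.29, and the LG difference over cross-group pairs passed the threshold at 0.00379 (p = 0.0114). With shared sequences kept in the mouse of highest count, the same LG values were 0.00130 and 1.22, both reversed, the LG share in 3 or more mice was 14.95 points (p = 0.0537), and the spleen PBS-T frequency ratio was 1.58 (p = 0.273). Without any filter, that ratio was 1.84 (p = 0.176).

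With clonotypes by HCDR3 nucleotides, the share in 3 or more mice was 4.72 points in the LG (p = 0.341) and 1.85 points in the spleen (p = 0.199), the spleen cosine difference within groups was 0.00105 (p = 0.0574), and the spleen germline-containing difference reversed to 0.120 points. With HCDR3 amino acids alone, the LG number of clonotypes reversed to a log2 difference of -0.10, and the spleen germline-containing difference reversed to 0.228 points. The spleen cosine differences were 0.0152 (p = 0.0684) and 0.00838 (p = 0.0618), the spleen share in 3 or more mice was 7.82 points (p = 0.0725), and the spleen frequency ratio was 1.43 (p = 0.178).

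With clonotypes of at least 2 counts, the LG cosine difference within groups was 0.00269 and the LG ratio 1.38, both reversed, and the LG difference over cross-group pairs was 0.00602 (p = 8.66e-05). The spleen PBS-T frequency ratio was 1.30 (p = 0.551), and the spleen share found in the LG reversed to 0.0903 points. With at least 5 counts, these LG values were 0.00662 (p = 0.000238), 3.70 and 0.00775 (p = 2.17e-05), and the frequency ratios were 1.54 in the LG (p = 0.111), 1.20 in the spleen (p = 0.154) and 1.22 in PBS-T spleens (p = 0.855). The spleen germline-containing difference was 0.458 points and the spleen share found in the LG 1.53 points, both reversed.

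Thinning to the lowest count gave reversed LG differences of -0.23 (log2) in clonotypes and 1.11e-05 in cosine similarity within groups, and an LG difference over cross-group pairs of 0.00504 (p = 0.00560). The germline-containing LG difference was 33.1 points (p = 0.0227), the spleen cosine difference within groups 0.00127 (p = 0.0646), and the spleen share found in the LG reversed to 1.19 points. Thinning to the lowest number of clonotypes, which removes differences in repertoire size by construction, gave an LG ratio of 1.13 and an LG share in 3 or more mice of 10.4 points (p = 0.0701). It reversed the spleen cosine differences to -0.000579 and -0.000199, the spleen share in 3 or more mice to -0.372 points, and the spleen germline-containing difference to 0.338 points.

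With no exclusion of clonotypes held by others, the share in 3 or more mice was 9.30 points in the LG (p = 0.207) and 3.12 points in the spleen (p = 0.143), and the spleen germline-containing difference reversed to 0.317 points. With exclusion in either tissue, the LG share in 3 or more mice was 10.3 points (p = 0.154). By the Jaccard index, the LG difference within groups reversed to 0.000393, and that of the spleen was 0.00194 (p = 0.0656). For shared clonotypes over the product of the sizes, the spleen differences reversed to -2.62e-08 and -7.91e-09, and for the cosine similarity of frequencies they were 0.00397 (p = 0.689) and 0.00236 (p = 0.605).

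Among the merged LG libraries, the ratio of stereotypic clonotypes reversed to 3.14, and the share in 3 or more mice was 11.3 points (p = 0.305). Among the other LG libraries, the log2 difference in clonotypes reversed to -0.16, the share in 3 or more mice was 8.10 points (p = 0.222), and the frequency ratio was 2.04 (p = 0.125). These comparisons hold fewer mice, and 4 mice cannot give a smaller sign-flip p than 0.125.

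Tests over pairs or clonotypes leave the values as they are and treat dependent units as independent. They put 4 LG results past the threshold: the cosine differences of -0.000918 (p = 0.0387) and 0.00380 (p = 7.97e-07), the germline-containing difference of 23.4 points (Fisher p = 4.17e-09, chi-square p = 9.19e-09), and the share found in the spleen of 48.4 points (Fisher p = 1.64e-31, chi-square p = 2.59e-30). The LG PBS-T frequency ratio of 3.98 did so as well (Mann-Whitney p = 1.16e-71). The Mann-Whitney p of 0.0387 goes with the higher median of NOD-FMT pairs, 0.00879 against 0.00500 for PBS-T pairs, while their mean was lower.

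With each mouse left out in turn, the LG log2 difference in clonotypes ranged from -0.00632 to 0.61, the LG cosine differences from -0.00318 to 0.000806 and from 0.00293 to 0.00467, and the LG ratio from 0.511 (without NOD-FMT mouse 7) to 3.24 (without PBS-T mouse 5). The LG share in 3 or more mice ranged from 9.43 to 14.5 points, the LG PBS-T frequency ratio from 1.77 to 6.67, and the germline-containing LG difference from 14.9 (without PBS-T mouse 5) to 29.6 points (without NOD-FMT mouse 1). In the spleen, the log2 difference in clonotypes ranged from 0.45 to 0.85, the cosine difference within groups from 0.00325 to 0.00538, the ratio from 1.79 (without NOD-FMT mouse 3) to 6.14 (without PBS-T mouse 4), and the share in 3 or more mice from 2.95 to 7.00 points. The spleen germline-containing difference ranged from -0.956 to 0.630 points and the spleen share found in the LG from -0.441 to 0.230 points. The LG and spleen frequency ratios of NOD-FMT mice stayed past the threshold in 24 of 24 cases.

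Blocking by replicate number gave a spleen log2 difference in clonotypes of 0.70 with p = 0.043. The samples share only a number: pairs of the same number were no more similar than other cross-group pairs in the LG (0.00557 against 0.00674, permutation p = 0.832) or in the spleen (0.0148 against 0.0146, permutation p = 0.645), so this block was not used elsewhere.

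Depth limits what can be called absent. A count of 0 allows a share of up to 0.00748% in the shallowest LG library and up to 0.00417% in the shallowest spleen library, above the shares of P_3D2, G_1H4 and G_1A9 where these were found. Most spleens were deeper: the limit lay below the share of P_3D2 in 16 and below that of G_1A9 in 21 of the 23 spleens without them. For G_1H4 it lay below the highest share found in 18 and below the lowest in 1 of the 21 spleens without it.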

Differences from the paper's values

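The values given as those after an added filter, in which a shared sequence is kept in the mouse with its highest count or only the copies in other mice are removed, come from tests chosen after the values were seen, as does the stricter filter for P_2G10. All other alternatives named here were set before the data were examined. A value was taken to differ from the paper's when either was more than 1.5 times the other and, for mean frequencies, when they also lay further apart than the larger of the SD over clonotypes and the error the paper states. A value called close, within range or closed did not differ by this criterion. The mean frequencies of stereotypic clonotypes in PBS-T LG, NOD-FMT spleens and PBS-T spleens were more than 1.5 times below the paper's but within these errors. The criterion also rarely marks a gap between high percentages, such as the germline-containing shares of spleen clonotypes. For clonotypes in 2 mice these were 92.8% (NOD-FMT) and 93.1% (PBS-T) here, below the paper's shares. For NOD-FMT clonotypes in 6 and 7 mice they were 97.1% and 100%, above the paper's.

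The paper's contamination filter removed 0.26% of LG counts, where the rule it states removed 9.83% here. In the spleen, the paper's value is 2.14%, against 9.84%. The stricter filter, set before the data were examined, stays outside the paper's values in both tissues, with 25.3% and 15.6%. The filter that keeps a shared sequence in the mouse with its highest count, chosen after seeing the values, removed 0.650% of LG counts and 3.71% of spleen counts, which also differ from the paper's. The same removal restricted to sequences in more than 2 mice, chosen after seeing the values, took 0.244% of LG counts, which reaches the paper's value, and 3.35% of spleen counts, which does not.

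For PBS-T LG stereotypic clonotypes, the paper's numbers are 4 in 3 mice and 142 in 2 mice, 146 in all, against 9, 299 and 309. Under the stricter filter they were 4, 139 and 143, and the filter that keeps the highest count, chosen after seeing the values, gave 4, 159 and 164, all close to the paper's. The number in 3 mice was also close with libraries thinned to equal counts (4.4) and with exclusion in either tissue (4), and the total without PBS-T mouse 7 was 178. The other alternatives differed. For NOD-FMT spleen clonotypes in 5 mice, the paper's number is 82, against 124, and the stricter filter gave 90, the only setting close to it among those set in advance.

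The frequency reached by stereotypic clonotypes corresponds in the paper to the top 2.08% of clonotypes in PBS-T LG, against 3.42%, and to the top 2.56% in NOD-FMT spleens, against 4.27%. In PBS-T spleens the paper's value is 2.36%, against 4.34%. The values came within range of the paper's with no exclusion in PBS-T LG (3.11%) and PBS-T spleens (3.07%), with HCDR3 nucleotides in NOD-FMT spleens (3.20%), and in PBS-T LG with the filter that keeps the highest count (3.10%), chosen after seeing the values. The other alternatives differed.

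The share of stereotypic clonotypes found in the other organ differed at several degrees of sharing, most of which rest on few clonotypes. For PBS-T LG clonotypes in 3 mice, the paper's share is 50%, against 22.2%. The difference closed under the stricter filter, HCDR3 amino acids alone and thinning to equal counts, and under the filter that keeps the highest count, chosen after seeing the values. For NOD-FMT spleen clonotypes, the paper's shares are 5.5% in 4 mice, 14.6% in 5, 34.5% in 6, 50% in 7 and 0% in 8, against 3.56%, 8.87%, 20.0%, 22.2% and 25%. The stricter filter closed all 5 of these differences. HCDR3 nucleotides closed those in 5, 7 and 8 mice, thinning to equal numbers of clonotypes that in 5, a minimum of 2 counts those in 6 and 7, and a minimum of 5 counts or thinning to equal counts that in 7. No filter closed those in 7 and 8 mice, HCDR3 amino acids alone that in 8, and the filter that keeps the highest count, chosen after seeing the values, those in 4, 6 and 7. For PBS-T spleen clonotypes, the paper's shares are 5.1% in 4 mice and 50% in 5, against 2.17% and 0%. Both thinnings closed the former, and the latter closed only under the filter that keeps the highest count, chosen after seeing the values. The alternatives not named here left these differences open.

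For P_2G10 in the spleen, the paper's fold over the BCR control group is 900. Here it was 48.3, with 48.0 without the contamination filter and 49.2 under the stricter filter, so no setting reached it. The BCR control mean rested mostly on BCR control mouse 4 (0.0116%, against 0.00127% in BCR control mouse 3). The fold without BCR control mouse 4, which would be larger, was not computed. Under the stricter filter, chosen after seeing the values, the numbers of mice with P_2G10 equal the paper's, with 2 of either group in the LG and 5, 3 and 2 in the spleen.

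Directions differed in 2 places. The paper states a higher cosine similarity within the NOD-FMT group than within the PBS-T group without naming the tissue; in the LG the mean was lower here, 0.0102 against 0.0111. It was higher under the stricter filter, minimum counts of 2 and 5, thinning to equal counts, the Jaccard index, without NOD-FMT mouse 2, PBS-T mouse 7 or PBS-T mouse 8, and under the filter that keeps the highest count, chosen after seeing the values. The spleen mean was higher within the NOD-FMT group, 0.0176 against 0.0132, and so was the LG median, 0.00879 against 0.00500. Both have the direction of the paper. The paper presents more LG stereotypic clonotypes in the NOD-FMT group than in the PBS-T group, and 252 and 309 were found here. The NOD-FMT number was the higher under the stricter filter (185 and 143), minimum counts of 2 and 5, thinning to equal numbers of clonotypes, among the merged libraries, without PBS-T mouse 5, 7 or 8, and under the filter that keeps the highest count, chosen after seeing the values. For LG frequency by degree of sharing in NOD-FMT mice, the direction was that of the paper on the log scale of Figure 4E, with clonotypes in 3 or more mice higher in 7 of 10 mice (log2 difference 1.56, exact permutation p = 0.0234), and not for the mean frequency per mouse (4 of 10 mice, log2 difference -0.47, exact permutation p = 0.248).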

Other observations

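In this part, the tests of carry-over of an abundant sequence between LG libraries, of identical sequences shared by 2 LG, of abundance among shared spleen clonotypes, of a swap of BCR control spleens, of the spleens for HCDR3 TGDGFAY, of the filter applied again without PBS-T mouse 5, and of isotypes with each mouse left out in turn were chosen only after the result was seen.

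Identical nucleotide sequences occurred in several LG libraries. Carry-over of an abundant sequence from a library into others is a candidate explanation: in 51.2% of shared LG sequences the highest count was at least 10 times the rest together, against a mean of 45.5% and a maximum of 47.9% when counts were shuffled within libraries 1000 times. The spleen showed the opposite, with 3.79% against a mean of 8.67% over 100 shuffles. Identical sequences shared by 2 LG, which the filter of the methods keeps, may account for the larger number of stereotypic LG clonotypes in PBS-T mice, since their removal turned the ratio to 1.29, with 166 PBS-T and 67 NOD-FMT clonotypes lost. A biological source of identical sequences, such as convergent recombination, was not tested for these.

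The mice of a group shared clonotypes that other mice lacked. In the LG, 394 of all splits of the 19 mice into 10 and 9 (0.427%) gave as many group-specific clonotypes in both parts together as the real split (561). In the spleen 1795 did (1.94%). These are one-sided shares, under which a random split seldom gives such sums in either tissue. Repertoires were not brought to equal size for this count. A split that puts large repertoires together can also give a large sum, so sharing by treatment cannot be told apart from repertoire size here. A split of the LG by merged libraries gave 498, and without PBS-T mouse 5 it gave 327 against 335 for the real split with the filter as for all mice, and 329 against 339 with the filter applied again after the mouse was left out. The batch and the groups cannot be told apart in this sum, because the batch split is nearly as large. The similarity of LG pairs within groups was higher for pairs of the same batch than for other pairs, 0.0144 against 0.00744 (difference 0.00700, exact permutation p = 0.00265). Whether this batch produces the higher similarity within the NOD-FMT group than across groups cannot be told apart from an effect of FMT. Under the main settings, that difference passed the threshold neither pooled nor within a batch. It passed under 5 of 15 alternatives.

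Larger repertoires of NOD-FMT spleens are a candidate explanation of their larger number of stereotypic clonotypes, since with equal numbers of clonotypes the ratio was 1.12, below the 1.25 given by the numbers of pairs of mice. With every spleen thinned to equal counts instead, 4299.7 against 2474.2 stereotypic clonotypes were left. Larger repertoires are also a candidate explanation of the larger share of NOD-FMT LG clonotypes found in the spleen. This share differed by 5.74 points with LG and spleen repertoires of equal size. With only the spleens thinned, the difference was 10.9 points (exact permutation p = 0.269), and this test does not decide. Nor does leaving out PBS-T mouse 5, with 14.9 points (exact permutation p = 0.574). Whether FMT itself enlarges the spleen repertoire was not tested.

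Abundant clonotypes are more easily seen in more than 1 mouse, which may raise the frequency of stereotypic clonotypes without any expansion after FMT. In NOD-FMT spleens, clonotypes shared with other groups exceeded all clonotypes 1.75 times, with 10 of 10 mice higher (exact permutation p = 0.00195), close to the 1.94 of stereotypic clonotypes. In NOD-FMT LG they did so 3.35 times, against 5.79 for stereotypic clonotypes, with 7 of 10 mice higher (exact permutation p = 0.375), too variable to decide, so that detection and expansion cannot be told apart there.

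Stereotypic clonotypes had short HCDR3s. In NOD-FMT LG, the mean length was 9.95 amino acids against 11.5 for all clonotypes, a difference of -1.59 with 10 of 10 mice in this direction (exact permutation p = 0.00195). The difference was -0.679 in PBS-T LG (7 of 9 mice, exact permutation p = 0.0156), -1.22 in NOD-FMT spleens and -1.09 in PBS-T spleens. This is consistent with the hypothesis that short HCDR3s close to the germline recombine in many mice, in both treated groups, and antigen selection after FMT stays open beside it.

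For the LG clonotype with HCDR3 TGDGFAY, identical sequences were shared before the contamination filter: all 9 mice that held it shared a full sequence with another of these mice, and the most abundant full sequence of 8 of the 9 was shared. Carry-over of 1 sequence was argued against as the whole cause, since its most abundant HCDR3 nucleotide sequence took 5 different forms among the 9 mice, and each mouse also held full sequences found in none of the other 8. Carry-over of several sequences between LG libraries was argued against as the whole cause, since in 9 of 9 mice the most abundant LG sequence also occurred in their own spleen. Recombination alike in both groups was argued against as the whole cause, since 10 of 10 NOD-FMT spleens and 0 of 9 PBS-T spleens held the clonotype (two-sided Fisher's exact p = 1.08e-05, or 0.00273 when multiplied by the 252 stereotypic LG clonotypes it was chosen from). Before the contamination filter, 1 PBS-T spleen held it with 1 count (0.0300 when multiplied), and 1 of 5 BCR control spleens held it with 1 count. A shared response to the transferred microbiota, carry-over that reached libraries of both tissues and other differences between the groups stay open.

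The LG of BCR control mouse 2 shared more sequences with the spleen of BCR control mouse 3 (9.18%) than with its own spleen (6.02%), while every other LG shared most with its own spleen. A swap of the spleens was argued against, since 0.245% of the sequences of the LG of BCR control mouse 3 occurred in the spleen of BCR control mouse 2, against 12.1% in its own. Material of BCR control mouse 3 in the LG library of BCR control mouse 2 is a candidate explanation: 23.6% of the latter's sequences occurred in the LG of the former, against 16.2% for the highest other pair of LG (PBS-T mouse 7 in PBS-T mouse 5) and a median of 0.103%. In the opposite direction the share was 21.9%, and no biological explanation was tested.

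IgA made up 96.7% of LG counts in NOD-FMT mice, 75.2% in PBS-T mice and 95.6% in BCR control mice, a difference of 21.6 percentage points between the treated groups (exact permutation p = 0.00481, adjusted p = 0.0288 over 18 tests). All 10 NOD-FMT mice were above the PBS-T median, and PBS-T mice ranged from 13.9% to 97.1%. The difference was 11.9 points among the merged libraries (exact permutation p = 0.0381) and 29.4 points among the others (exact permutation p = 0.0952). Among the merged libraries it left the threshold in 6 of 10 cases with a mouse left out, with 7.70 points without PBS-T mouse 8 (exact permutation p = 0.0952). Over all libraries, it was 13.9 points without PBS-T mouse 9 (adjusted p = 0.0457), and the adjusted p was 0.0508 without NOD-FMT mouse 8 and 0.0609 without PBS-T mouse 3, 5 or 8. IgM went the other way, with 1.13% in NOD-FMT, 10.8% in PBS-T and 1.36% in BCR control LG (exact permutation p = 0.0141, adjusted p = 0.0507). It reached 48.9% in PBS-T mouse 9, the mouse with 13.9% IgA. Clonotypes with an unmutated IgM or IgD sequence made up 4.93% to 35.5% in PBS-T LG and 3.10% to 15.7% in NOD-FMT LG. Differences in tissue sampling between mice were not tested for IgA. IgD differed by -0.0326 points (adjusted p = 0.0485), with all 9 PBS-T mice above the NOD-FMT median. Without PBS-T mouse 5, whose LG held 0.214% IgD, the difference was -0.0106 points (exact permutation p = 0.0228, adjusted p = 0.0819). The adjusted p stayed under 0.05 in 5 of the 19 cases with a mouse left out. The IgD difference was -0.0177 points among the merged libraries (exact permutation p = 0.0381) and -0.0454 points among the others (exact permutation p = 0.0794), where it was -0.00404 points without PBS-T mouse 5 (exact permutation p = 0.143).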
